# Doxycycline Changes the Transcriptome Profile of mIMCD3 Renal Epithelial Cells

**DOI:** 10.3389/fphys.2021.771691

**Published:** 2021-11-05

**Authors:** Hyun Jun Jung, Richard Coleman, Owen M. Woodward, Paul A. Welling

**Keywords:** doxycycline, RNA-seq, transcriptional response, cell proliferation, mIMCD3

## Abstract

Tetracycline-inducible gene expression systems have been used successfully to study gene function *in vivo* and *in vitro* renal epithelial models but the effects of the common inducing agent, doxycycline (DOX), on gene expression are not well appreciated. Here, we evaluated the DOX effects on the transcriptome of a widely used renal epithelial cell model, mIMCD3 cells, to establish a reference. Cells were grown on permeable filter supports in the absence and presence of DOX (3 or 6 days), and genome-wide transcriptome profiles were assessed using RNA-Seq. We found DOX significantly altered the transcriptome profile, changing the abundance of 1,549 transcripts at 3 days and 2,643 transcripts at 6 days. Within 3 days of treatment, DOX significantly decreased the expression of multiple signaling pathways (ERK, cAMP, and Notch) that are associated with cell proliferation and differentiation. Genes associated with cell cycle progression were subsequently downregulated in cells treated with DOX for 6 days, as were genes involved in cellular immune response processes and several cytokines and chemokines, correlating with a remarkable repression of genes encoding cell proliferation markers. The results provide new insight into responses of renal epithelial cells to DOX and a establish a resource for DOX-mediated gene expression systems.

## Introduction

Gene expression systems utilizing drug-induced trans-activation provide the means to conditionally investigate gene function in a temporal manner. They can be used to activate expression of a target gene for study, or to induce Cre-recombinase for conditional knockout cell of floxed alleles. The tetracycline-inducible gene expression system has proven especially popular. Doxycycline (DOX), a synthetic derivative of tetracycline, is widely used in these systems (Kistner et al., 1996; Das et al., 2016) because of its long half live and low cell toxicity. However, effects of DOX on a global gene expression and cellular processes in renal epithelial cell models are not known.

The absence of DOX effects on global gene expression in *Saccharomyces cerevisiae* (Wishart et al., 2005) initially suggested DOX might be inert. However, several more recent studies revealed DOX can change gene expression in mammalian tissues. For example, in *ex vivo* studies with surgically removed pterygia tissue from the eye, RNA sequencing (RNA-Seq)-based transcriptomic analysis (Larrayoz et al., 2012) revealed DOX affected the expression of mitochondrial genes, the ER stress cascade, growth factors, interleukins, cell cycle regulators, integrins, and components of the extracellular matrix. In rat aortic tissue (Lu et al., 2017), DOX was found to change the expression of other sets of genes, and these were mainly enriched in pathways that control neutrophil chemotaxis, chronic inflammatory responses, and cellular responses to mechanical stimuli and negatively regulate apoptotic processes. *In vivo* effects of DOX have been documented in studies to characterize the trans-activator (rtTA2) system in the mouse liver (Reboredo et al., 2008), and DOX-sensitive genes were found to enriched in cellular pathways related to cell growth and death and mitochondrial electron transport (Reboredo et al., 2008). Although the sample size still remains small, these few studies question the extent to which DOX may have generalizable responses; the heterogenous nature of responses suggest DOX action may be specifically governed by cell type or experimental condition. More studies are required with other cell types to identify common pathways. It remains unknown if DOX affects gene expression in renal epithelial cells.

Here we focus on characterizing the DOX response in the renal epithelial cell line, mIMCD3. The cells have been engineered to include a tetracycline-inducible gene expression system (Schlimpert et al., 2018; Lashhab et al., 2019; Kang et al., 2019), and the model has proven popular for studying genes in a renal epithelial environment. Here we examine how DOX affects the transcriptome profiles of mIMCD3 cells with RNA-Seq. The data should provide an informative resource for future studies with the tetracycline-inducible mIMCD3 cell line and similar *in vitro* renal epithelial models.

## Materials and Methods

### Cell Culture

Mouse kidney epithelial mIMCD3 cells derived from the inner medulla of a simian virus SV40 transgenic mouse were obtained from Maryland Polycystic Kidney Disease Research and Translation Core Center at the University of Maryland, and documented to be mycoplasma free. Cells were grown in T75 flasks with the RenaLife Epithelial Basal Medium (LM-0010, LIFELINE CELL TECHNOLOGY) supplemented with a RenaLife LifeFactors Kit (LS-1048, LIFELINE CELL TECHNOLOGY) and 5% FBS. This culture medium, which contains a nutrient blend of amino acids, vitamins, organic and inorganic supplements and salts, growth factors (0.5 μg/mL Insulin, 1 μM Epinephrine, 0.1 μg/mL Hydrocortisone, 10 nM Triiodothyronine, 10 ng/mL EGF, 5 μg/mL Transferrin, 2.4 mM L-Alanyl-L-Glutamine), and antibiotics (30 μg/mL Gentamicin, 15 ng/mL Amphotericin B), has become the choice for *in vitro* studies in the Maryland Cell engineering core of the NIH U54 funded Polycystic Kidney Disease Research Consortium. It was used here to provide a reference for on-going and future transcriptome profiling studies in the core. For RNA-Seq studies, cells were plated permeable filters (Polyester membrane) of a 6-well transwell plate (#3450, CORNING) and grown to confluence (10 days) before doxycycline treatment. Doxycycline (2 μg/mL) or vehicle (DMSO) added to both sides of the permeable filter and changed daily for 3 or 6 days.

### Total RNA Isolation and RNA Sequencing-Based Transcriptome Profiling

Cells were lysed in Trizol reagent (15596018, Invitrogen). Total RNA was isolated from the Trizol lysate using Direct-Zol RNA Miniprep plus kit (R2070, ZYMO RESEARCH) and eluted in RNase-free water, and RNA concentration was measured using Qubit^TM^ RNA HS Assay Kit (Q32852, Invitrogen). To enrich mRNA, 1–3 μg of total RNA was applied to oligo dT-based mRNA isolation using NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module (E7490, NEW ENGLAND BioLabs Inc.) according to manufacturer’s instructions. mRNA (20 ng) was used to create the cDNA libraries, using NEBNext^®^ Ultra II Directional RNA Library Prep Kit for Illumina (E7760, NEW ENGLAND BioLabs Inc.) and NEBNext^®^ Multiplex Oligos (E7335; E7500, NEW ENGLAND BioLabs Inc.). cDNA libraries were sequenced on the Illumina HiSeq 4,000 platform. Sequence reads (2 × 75 bp, paired-end) were aligned on *Ensembl* genome GRCm38p6 using STAR (2.6.0c).

### Differential Expression Analysis and Bioinformatic Analysis

To identify differentially expressed genes between vehicle- and doxycycline-treated cells, transcript abundance was quantified using *salmon* (Patro et al., 2017). Differential expression (DE) analysis was carried out using *edgeR* (Robinson et al., 2010) on *R* (3.6.0). Low abundant genes with CPM (Counts Per Million) less than 1 were removed from the data set for the DE analysis. Significance of DE was determined using a modified statistical test (*edgeR* “glmTreat”) with a threshold of expression changes above 20% at FDR < 0.05 (Chen et al., 2016). Plots were generated using R package *ggplot2*. Pathway enrichment analysis of DE genes was carried out using *Gene Ontology* (Biological process) on *Metascape* platform^1^ (Zhou et al., 2019). The GO term analysis was performed using NaviGO (Wei et al., 2017).

### Statistics

Significance of DE was evaluated using *edgeR* and *p*-values were corrected using the Benjamini-Hochberg method. For significance of gene enrichment in the pathway analysis, *q* < 0.05 was considered as significant enrichment.

### Data Availability

All fastq files and a raw count file from RNA-Seq were deposited in GEO (GSE171573^2^).

## Results

### Transcriptome Profiles of mIMCD3 on Different Culture Environments

RNA-Seq analysis was performed to provide a transcript database of fully polarized mIMCD3 cells on permeable filter supports in the RenalLife medium which includes growth factors and antibiotics. 

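The mIMCD3 line comes from the inner medullary collecting duct of a mouse that carried the SV40 T antigen. DOX is the tetracycline antibiotic doxycycline, and DMSO was its vehicle. Polyadenylated RNA from 16 cultures was made into libraries with a directional kit and sequenced as read pairs. The 16 libraries formed 4 groups of 4 replicates, given DMSO or 2 µg/mL DOX for 3 or 6 days after 10 days of growth on the filters. The authors aligned the reads to GRCm38 with STAR and quantified transcripts with salmon. They deposited an estimated count for each gene in each library, without normalization, and TPM, which also divides by transcript length. All 54393 genes of the count table, listed by Ensembl identifier, matched the GENCODE annotation of GRCm38 that positions were taken from, and 53354 of them were in the TPM table. Total counts per library ran from 16933343 to 23960860, with group medians of 19745983 for DMSO and 19656754 for DOX at 3 days and 18346267 and 20528230 at 6 days. At these depths 3 counts, taken as the smallest detectable amount, came to between 0.125 and 0.177 CPM (counts per 1e6 counts of the library), a floor that covers counting error only. No 2 replicates of a group were near-copies, since they correlated at 0.989 to 0.996.

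For the comparisons of DOX with DMSO, the estimated counts were rounded to whole numbers and scaled by edgeR's TMM method. Genes with at least 1 CPM in at least 4 libraries were tested, 13234 in all. The paper's text gives the CPM limit but does not name the number of libraries that had to reach it. A single quasi-likelihood fit over the 4 groups was followed by glmTreat, which asks whether a change exceeds 20%, and by Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 are referred to as called. Standard errors (SE) of log2 fold changes were approximated from the F statistic of the same fit. The paper's text does not state whether salmon counted by strand, so genes that overlap another gene on either strand are named as uncertain where they appear.

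**Figure D1:**
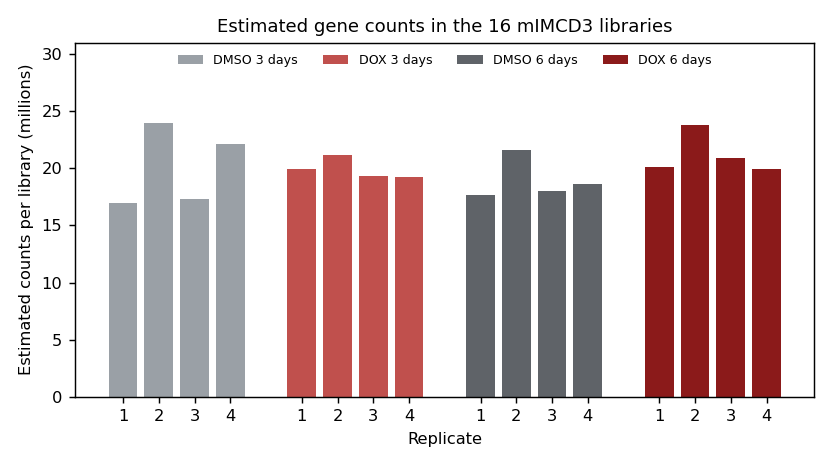
Total estimated counts of each of the 16 libraries, on an axis scaled in units of 1e6, by treatment and time; each bar is 1 library. The bars lie between 16933343 and 23960860 counts, and the 4 groups overlap.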

For these studies, the cells were grown to confluence on the permeable filter supports for 10 days, and then were treated with DMSO or DOX in the RenalLife medium for 3 or 6 days.

To establish the baseline, we first examined the control cells, treated with DMSO. 

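TPM was averaged over the 4 DMSO-treated libraries of each time, and log10(TPM + 1) of the averages was compared over all 53354 genes of the TPM table. Pearson's r across genes between 3 and 6 days was 0.9956. Genes are not independent replicates, so no p was attached to it. Single libraries correlated less than group averages, at 0.9885 ± 0.0011 (SD, 6 pairs) among replicates at 3 days and 0.9880 ± 0.0013 among replicates at 6 days. Pairs of single libraries from the 2 times correlated at 0.9880 on average, from 0.9854 to 0.9895 (16 pairs), against 0.9864 to 0.9898 among replicates of one time. For comparison, the averages of DMSO- and DOX-treated cells correlated at 0.9934 at 3 days and 0.9920 at 6 days. Restricting the genes to the 13734 with a mean TPM of at least 1 at either time moved the correlation most, to 0.9872. Between 6 and 3 days in DMSO, edgeR's glmTreat called 0 of the 13234 tested genes, and 172 had an unadjusted p under 0.05. With the replicate number as a block, 0 genes were called as well, and 159 had an unadjusted p under 0.05. Same-numbered libraries of the 2 times were not alike, since their deviations from the group means correlated at -0.113 on average. Without the 20% threshold, 62 genes passed between the 2 times.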

We found a high correlation between the transcriptome of cells treated with DMSO at 3 and 6 days (Pearson correlation: 0.9956, Figure 1A), consistent with stable gene expression and lack of transient DMSO responses. Based comparison of normalized expression values (transcripts per million, TPM), the transcriptome exhibited a high correlation with native mIMCD3 cells grown on plastic solid supports (GSE97770) as reported by Chan et al. (2018) (Figures 1B,C). Whether grown on permeable supports or plastic solid supports, mIMCD3 equally express the conventional epithelial cell markers (Jedroszka et al., 2017), such as *Tjp1*, *Krt18*, *Dsp*, *Muc1*, and *Sdc1* (Figure 1D). Other extracellular matrix components, *Col4a2* and *Sparc*, were also more abundantly expressed in the mIMCD3 cells grown on the solid support compared to mIMCD3 cells on the filter support (Figure 1G). Interestingly, mesenchymal cell marker genes, namely *Cdh2*, *Fn1*, *Sparc*, and *Vim*, were also more abundant in mIMCD3 cells grown on the solid support compared to mIMCD3 cells grown on the filter support (Figure 1E). By contrast, in mIMCD3 cells grown on the filter supports, tight junction proteins, *Cldn4*, *Cldn7*, and *Epcam*, were more abundant than in cells on the solid support (Figure 1F). Thus, transcriptomic signature of mIMCD3 cells is most compatible with a differentiated epithelial state when cells are grown on permeable supports compared to cells grown on plastic supports. 

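In the 8 DMSO-treated libraries from filter supports, *Cldn4* (ENSMUSG00000047501, chromosome 5 from 134945119 to 134946934) reached 272 ± 30.8 TPM (SD, n = 8), *Cldn7* (ENSMUSG00000018569, chromosome 11 from 69964779 to 69967885) 241 ± 17.3 TPM and *Epcam* (ENSMUSG00000045394, chromosome 17 from 87635979 to 87651129) 218 ± 18.7 TPM. Among the other epithelial markers of Figure 1, *Krt18* was highest at 889 ± 34.7 TPM and *Muc1* lowest at 7.66 ± 1.38 TPM. The markers of Figure 1E ran from 1.30 ± 0.701 TPM for *Vim*, with 14 to 59 counts per library, to 640.2 ± 49.9 TPM for *Krt8*. *Flna* had 80.5 ± 8.21 TPM and *Sparc* 19.3 ± 2.36 TPM. *Col4a1* and *Col4a2* had 1.35 ± 0.438 TPM and 0.558 ± 0.118 TPM, and the ends of these 2 genes overlap on opposite strands. Libraries of cells on the solid support were not analysed here, so these values give the filter side of the comparison alone.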

Yet the transcriptome profiles of mIMCD3 cells grown on permeable and non-permeable are more similar than different. 

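Expression of 10 genes known from the inner medullary collecting duct was read from the 8 DMSO-treated libraries. The water channel genes *Aqp2* (ENSMUSG00000023013, chromosome 15 from 99579055 to 99584547), *Aqp3* (ENSMUSG00000028435, chromosome 4 from 41092722 to 41098183) and *Aqp4* (ENSMUSG00000024411, chromosome 18 from 15389496 to 15410982) averaged 0.184 ± 0.141 TPM, 1.12 ± 0.484 TPM and 0.0163 ± 0.0226 TPM (SD, n = 8), from 1 to 9, 11 to 31 and 0 to 4 counts per library. The vasopressin receptor gene *Avpr2* (ENSMUSG00000031390, chromosome X from 73892102 to 73895502) had 0.371 ± 0.304 TPM and the urea transporter gene *Slc14a2* (ENSMUSG00000024552, chromosome 18 from 78146148 to 78596942) 0.136 ± 0.130 TPM. Of the epithelial sodium channel subunits, *Scnn1a* (ENSMUSG00000030340, chromosome 6 from 125320659 to 125344943) had 2.83 ± 0.305 TPM, *Scnn1b* (ENSMUSG00000030873, chromosome 7 from 121865038 to 121918514) 0.0743 ± 0.0491 TPM and *Scnn1g* (ENSMUSG00000000216, chromosome 7 from 121734479 to 121768475) 0.0585 ± 0.0368 TPM. The steroid dehydrogenase gene *Hsd11b2* (ENSMUSG00000031891, chromosome 8 from 105518755 to 105523988) had 0.678 ± 0.154 TPM. The transcription factor gene *Gata3* (ENSMUSG00000015619, chromosome 2 from 9857078 to 9890034) had 2.67 ± 0.491 TPM and ranked 11346 by TPM among 53354 genes. Only *Scnn1a*, *Hsd11b2* and *Gata3*, 3 of the 10, passed the CPM limit of the DOX comparison. *Avpr2*, *Slc14a2*, *Scnn1b* and *Gata3* overlap protein-coding genes, so part of their few counts is uncertain. As a scale, 13313 genes had a mean TPM of at least 1 in these libraries.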

Interestingly, we did not identify the enrichment of specific transcripts of medullary collecting duct in this cell line.

**FIGURE 1:**
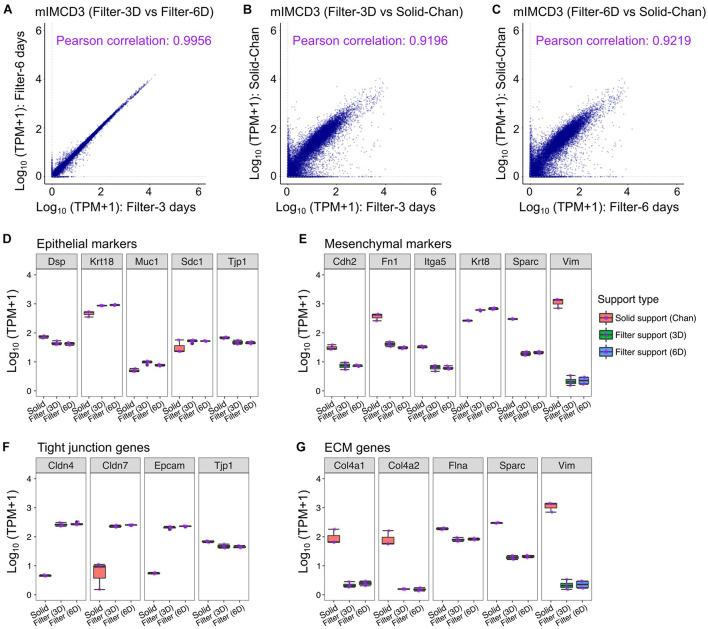
Transcriptomic characteristics of renal epithelial cell line mIMCD3 in different culture conditions. **(A)** Transcriptomic correlation was assessed in mIMCD3 cells grown on the permeable filter supports for 3 and 6 days. **(B,C)** Transcriptome profiles of mIMCD3 grown on the permeable filter support and the solid support were compared. The transcriptome dataset of mIMCD3 cells grown on the solid support was obtained from GSE97770 (Chan et al., 2018). **(D–G)** Box plots of gene expression associated with epithelial cell, mesenchymal cell, tight junction formation, and extracellular matrix (ECM) in mIMCD3 cells grown on the solid support (Chan et al., 2018) and the permeable filter support.

Nevertheless, the dataset of comprehensive transcriptome profile in mIMCD3 provides an informative resource for further utilization as the *in vitro* kidney epithelial cell model. To expand understanding of intracellular signaling pathways in mIMCD3 cells grown on solid supports (Valkova and Kultz, 2006; Chan et al., 2018) compared to cells grown on filters, we classified transcriptome profile into genes encoding transcription factors, ion channels, transporters, and G protein-coupled receptors (GPCRs) in Tables 1–4 (Supplementary Table 1). Many of the listed genes have been identified in previous studies. For example, *Hnf1b* (hepatocyte nuclear factor-1 beta, TPM: 43.0) (Aboudehen et al., 2017), *Pax2* (Paired box 2, TPM: 20.8) (Torban et al., 2000; Cai et al., 2005), and *Egr1* (Early Growth Response 1, TPM: 49.7) (Cohen et al., 1994, 1996) are transcription factors reliably expressed in the mIMCD3 cells (Supplementary Table 1, “Transcription factors”). In addition to known expression of transcription factors, expression of transcription factors that could be involved in the kidney nephron development, such as *Emx2*, *Pax8*, *Tfap2a*, *Hmga2*, *Hmgb2*, and *Hoxa11*, were identified (Ribes et al., 2003; Schwab et al., 2003; Chambers et al., 2019).

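Mean TPM was taken over the 8 DMSO-treated libraries, 4 at each time. *Pax2* (ENSMUSG00000004231, chromosome 19 from 44756045 to 44837871) had 20.8 ± 2.83 TPM (SD, n = 8), and an annotated antisense transcript overlaps it. *Egr1* (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984) had 49.7 ± 5.16 TPM, from 2034 to 3239 counts per library. By rank of mean TPM among all 53354 genes, *Egr1* stood at 2622 and *Pax2* at 5412. Taking 1 time alone moved *Pax2* to 22.5 TPM at 3 days and 19.1 at 6 days, and a difference between the times was not shown (exact two-sided permutation test, p = 0.114). The same test was run on 48 genes that the text, Figure 1 or the collecting duct list name, and 4 (*Hmgb2*, *Hoxa11*, *Fn1* and *Krt8*) had p under 0.05, each at 0.0286, the smallest p that 4 libraries against 4 allow. After Benjamini-Hochberg adjustment over the 48 genes, 0 of these exact permutation tests passed, and the smallest adjusted p was 0.343. With so few libraries, most of the 48 genes would have to reach the smallest value that this exact permutation test can give before any could pass.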

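In the same 8 libraries, *Pax8* (ENSMUSG00000026976, chromosome 2 from 24420560 to 24475599) averaged 108 ± 8.47 TPM, exceeded among the 6 genes by *Hmgb2* (ENSMUSG00000054717, chromosome 8 from 57511907 to 57515999) with 159 ± 18.1 TPM (SD, n = 8). *Hmga2* (ENSMUSG00000056758, chromosome 10 from 120361275 to 120476469) had 44.7 ± 5.47 TPM, *Emx2* (ENSMUSG00000043969, chromosome 19 from 59458372 to 59465357) 14.9 ± 2.51 TPM and *Tfap2a* (ENSMUSG00000021359, chromosome 13 from 40715302 to 40738376) 11.3 ± 1.35 TPM. *Hoxa11* (ENSMUSG00000038210, chromosome 6 from 52242106 to 52245810) was lowest, with 4.402 ± 0.590 TPM from 114 to 191 counts per library. Between the times, *Hmgb2* rose from 144 to 174 TPM and *Hoxa11* from 4.01 to 4.799 TPM, and for each all 4 libraries at 6 days lay above all 4 at 3 days, with replicate 4 of DMSO at 6 days apart from the other 3 of its group for *Hoxa11*, at 5.124 TPM. By edgeR's test on the counts, neither was called as different between the times (adjusted p = 1 for both). *Emx2* and *Hoxa11* overlap antisense genes of the annotation, and *Pax8*, *Tfap2a* and *Hmga2* other noncoding genes, so their values are uncertain by the reads shared.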

**TABLE 1:** Top 30 transcription factors (see the full transcription factor list in Supplementary Table 1).

**Gene symbol**	**Gene name**	**TF family**	**Mean (TPM)**	**S.E.M.**	**Rank**
*Ybx1*	Y box protein 1	CSD	696.7	8.1	211
*Atf4*	Activating transcription factor 4	TF_bZIP	489.0	18.8	269
*Id2*	Inhibitor of DNA binding 2	bHLH	374.5	17.0	328
*Hmgb1*	High mobility group box 1	HMG	339.6	19.4	354
*Hmga1*	High mobility group AT-hook 1	HMGI/HMGY	331.4	3.9	362
*Ddit3*	DNA-damage inducible transcript 3	TF_bZIP	326.8	7.5	365
*Glmp*	Glycosylated lysosomal membrane protein	NCU-G1	296.5	13.1	397
*Csde1*	Cold shock domain containing E1, RNA binding	CSD	291.0	8.5	406
*Sub1*	SUB1 homolog (*S*. *cerevisiae*)	PC4	261.5	8.5	458
*Ybx3*	Y box protein 3	CSD	252.0	2.6	477
*Tsc22d1*	TSC22 domain family, member 1	TSC22	202.8	6.2	592
*Ssrp1*	Structure specific recognition protein 1	HMG	191.3	5.6	628
*Jund*	Jun D proto-oncogene	TF_bZIP	190.8	6.7	631
*Zbtb18*	Zinc finger and BTB domain containing 18	ZBTB	181.0	12.0	666
*Cers2*	Ceramide synthase 2	Homeobox	169.6	6.8	718
*Hmgb2*	High mobility group box 2	HMG	159.0	6.4	763
*Litaf*	LPS-induced TN factor	zf-LITAF-like	147.0	4.9	822
*Gatad1*	GATA zinc finger domain containing 1	zf-GATA	139.2	2.3	877
*Smarce1*	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily e, member 1	HMG	136.5	5.3	898
*Junb*	Jun B proto-oncogene	TF_bZIP	130.5	6.1	950
*Cux1*	Cut-like homeobox 1	CUT	126.4	2.8	979
*Bhlhe40*	Basic helix-loop-helix family, member e40	bHLH	124.3	5.4	1,000
*Tfdp1*	Transcription factor Dp 1	E2F	109.1	3.2	1,131
*Pax8*	Paired box 8	PAX	107.5	3.0	1,152
*Gtf3a*	General transcription factor III A	zf-C2H2	103.7	1.7	1,198
*Zfp91*	Zinc finger protein 91	zf-C2H2	101.8	2.9	1,222
*Hmg20b*	High mobility group 20B	HMG	97.2	3.4	1,284
*Mbd3*	Methyl-CpG binding domain protein 3	MBD	96.2	3.5	1,297
*Trp53*	Transformation related protein 53	P53	96.0	3.1	1,303
*Irf7*	Interferon regulatory factor 7	IRF	91.1	2.5	1,379
*Atf5*	Activating transcription factor 5	TF_bZIP	83.0	3.8	1,543
*Mbd2*	Methyl-CpG binding domain protein 2	MBD	81.4	3.3	1,573
*Ncor1*	Nuclear receptor co-repressor 1	MYB	80.9	4.2	1,582

**TABLE 2:** Top 30 ion channels (see the full ion channel list in Supplementary Table 1).

**Gene symbol**	**Gene name**	**Class**	**Mean (TPM)**	**S.E.M.**	**Rank**
*Vdac1*	Voltage-dependent anion channel 1	Voltage dependent anion channels	269.45	4.56	441
*Clic1*	Chloride intracellular channel 1	Chloride intracellular channels	232.35	4.91	517
*Vdac3*	Voltage-dependent anion channel 3	Voltage dependent anion channels	177.17	5.61	687
*Vdac2*	Voltage-dependent anion channel 2	Voltage dependent anion channels	160.05	4.23	757
*Kcnk1*	Potassium channel, subfamily K, member 1	Potassium two pore domain channel subfamily K	90.09	3.46	1,393
*Cacnb3*	Calcium channel, voltage-dependent, beta 3 subunit	Calcium voltage-gated channel auxiliary beta subunits	59.26	2.19	2,174
*Mcoln1*	Mucolipin 1	Transient receptor potential cation channels	50.48	2.50	2,573
*Clic4*	Chloride intracellular channel 4 (mitochondrial)	Chloride intracellular channels	40.51	1.32	3,207
*Clcn3*	Chloride channel, voltage-sensitive 3	Chloride voltage-gated channels	40.19	0.95	3,227
*Trpv4*	Transient receptor potential cation channel, subfamily V, member 4	Transient receptor potential cation channels	29.76	1.38	4,145
*Lrrc8d*	Leucine rich repeat containing 8D	Volume regulated anion channel subunits	29.74	1.06	4,149
*Ano1*	Anoctamin 1, calcium activated chloride channel	Anoctamins	23.78	0.57	4,972
*Piezo1*	Piezo-type mechanosensitive ion channel component 1	Mechanosensitive Piezo Ion Channels	23.69	1.31	4,993
*Trpm7*	Transient receptor potential cation channel, subfamily M, member 7	Transient receptor potential cation channels	23.67	1.20	4,995
*Ano6*	Anoctamin 6	Anoctamins	20.91	1.05	5,396
*Pkd2*	Polycystic kidney disease 2	Transient receptor potential cation channels	20.65	0.77	5,441
*Clcn7*	Chloride channel, voltage-sensitive 7	Chloride voltage-gated channels	18.62	0.92	5,830
*Tpcn1*	Two pore channel 1	Two pore segment channels	16.83	0.63	6,237
*Kcnk5*	Potassium channel, subfamily K, member 5	Potassium two pore domain channel subfamily K	16.82	0.63	6,243
*Lrrc8b*	Leucine rich repeat containing 8 family, member B	Volume regulated anion channel subunits	15.28	0.64	6,604
*Trpm4*	Transient receptor potential cation channel, subfamily M, member 4	Transient receptor potential cation channels	13.87	0.60	6,909
*Ano10*	Anoctamin 10	Anoctamins	13.73	0.47	6,952
*Itpr3*	Inositol 1,4,5-triphosphate receptor 3	Inositol 1,4,5-triphosphate receptors	12.86	0.47	7,187
*Ano9*	Anoctamin 9	Anoctamins	12.67	0.91	7,244
*Kcnj16*	Potassium inwardly rectifying channel, subfamily J, member 16	Potassium inwardly rectifying channel subfamily J	12.52	0.83	7,289
*Clcn4*	Chloride channel, voltage-sensitive 4	Chloride voltage-gated channels	9.46	0.43	8,239
*Lrrc8a*	Leucine rich repeat containing 8A	Volume regulated anion channel subunits	9.42	0.43	8,249
*Itpr1*	Inositol 1,4,5-trisphosphate receptor 1	Inositol 1,4,5-triphosphate receptors	8.12	0.48	8,722
*Clcn5*	Chloride channel, voltage-sensitive 5	Chloride voltage-gated channels	7.65	0.28	8,888
*Ano8*	Anoctamin 8	Anoctamins	6.10	0.27	9,514

**TABLE 3:** Top 30 transporters (see the full transporter list in Supplementary Table 1).

**Gene symbol**	**Gene name**	**Class**	**Mean (TPM)**	**S.E.M.**	**Rank**
*Slc25a3*	Solute carrier family 25 (mitochondrial carrier, phosphate carrier), member 3	Solute carriers	542.86	2.91	248
*Atp1a1*	ATPase, Na^+^/K^+^ transporting, alpha 1 polypeptide	ATPase Na^+^/K^+^ transporting subunits	314.46	7.63	376
*Slc3a2*	Solute carrier family 3 (activators of dibasic and neutral amino acid transport), member 2	Solute carriers	257.29	11.12	465
*Slc25a5*	Solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 5	Solute carriers	239.92	4.94	498
*Atp1b1*	ATPase, Na^+^/K^+^ transporting, beta 1 polypeptide	ATPase Na^+^/K^+^ transporting subunits	197.25	7.02	610
*Slc25a4*	Solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 4	Solute carriers	188.52	4.34	644
*Slc2a1*	Solute carrier family 2 (facilitated glucose transporter), member 1	Solute carriers	186.90	7.97	650
*Mtch2*	Mitochondrial carrier 2	Solute carriers	155.59	6.19	782
*Slc25a39*	Solute carrier family 25, member 39	Solute carriers	125.90	2.54	986
*Spns2*	Spinster homolog 2	Solute carriers	125.84	3.80	988
*Atp2a2*	ATPase, Ca^++^ transporting, cardiac muscle, slow twitch 2	ATPases Ca^2+^ transporting	101.64	3.64	1,224
*Ucp2*	Uncoupling protein 2 (mitochondrial, proton carrier)	Solute carriers	97.34	2.43	1,280
*Mpc2*	Mitochondrial pyruvate carrier 2	Solute carriers	96.23	4.44	1,296
*Slc30a9*	Solute carrier family 30 (zinc transporter), member 9	Solute carriers	92.35	2.38	1,357
*Mtch1*	Mitochondrial carrier 1	Solute carriers	86.90	1.63	1,455
*Tusc3*	Tumor suppressor candidate 3	Solute carriers	84.86	2.48	1,502
*Slc25a1*	Solute carrier family 25 (mitochondrial carrier, citrate transporter), member 1	Solute carriers	83.64	1.26	1,532
*Slc50a1*	Solute carrier family 50 (sugar transporter), member 1	Solute carriers	76.95	3.15	1,670
*Abcf2*	ATP-binding cassette, sub-family F (GCN20), member 2	ATP binding cassette subfamily F	70.26	2.23	1,822
*Slc38a2*	Solute carrier family 38, member 2	Solute carriers	69.63	2.95	1,844
*Slc39a1*	Solute carrier family 39 (zinc transporter), member 1	Solute carriers	67.52	1.21	1,896
*Abce1*	ATP-binding cassette, sub-family E (OABP), member 1	ATP binding cassette subfamily E	67.42	2.99	1,899
*Slc25a24*	Solute carrier family 25 (mitochondrial carrier, phosphate carrier), member 24	Solute carriers	66.16	2.28	1,938
*Slc35b1*	Solute carrier family 35, member B1	Solute carriers	64.59	1.89	1,987
*Slc39a7*	Solute carrier family 39 (zinc transporter), member 7	Solute carriers	61.09	2.31	2,108
*Slc25a11*	Solute carrier family 25 (mitochondrial carrier oxoglutarate carrier), member 11	Solute carriers	57.79	2.34	2,234
*Slc25a17*	Solute carrier family 25 (mitochondrial carrier, peroxisomal membrane protein), member 17	Solute carriers	56.16	1.54	2,284
*Slc35a4*	Solute carrier family 35, member A4	Solute carriers	55.69	3.65	2,306
*Abcf1*	ATP-binding cassette, sub-family F (GCN20), member 1	ATP binding cassette subfamily F	53.81	1.98	2,386
*Slc44a2*	Solute carrier family 44, member 2	Solute carriers	52.71	1.49	2,458

**TABLE 4:** Top 30 GPCRs (see the full GPCR list in Supplementary Table 1).

**Gene symbol**	**Gene name**	**Class**	**Mean (TPM)**	**S.E.M.**	**Rank**
*Adgrg1*	Adhesion G protein-coupled receptor G1	Adhesion G protein-coupled receptors, subfamily G	93.06	6.39	1,343
*Gprc5c*	G protein-coupled receptor, family C, group 5, member C	G protein-coupled receptors, Class C orphans	87.39	2.36	1,443
*Gprc5a*	G protein-coupled receptor, family C, group 5, member A	G protein-coupled receptors, Class C orphans	74.50	2.49	1,719
*F2r*	Coagulation factor II (thrombin) receptor	F2R receptors	43.62	1.65	2,992
*Tpra1*	Transmembrane protein, adipocyte associated 1	7TM orphan receptors	34.63	0.79	3,641
*Adgrl2*	Adhesion G protein-coupled receptor L2	Adhesion G protein-coupled receptors, subfamily L	29.26	1.34	4,220
*F2rl1*	Coagulation factor II (thrombin) receptor-like 1	F2R receptors	23.20	1.07	5,055
*Adgre5*	Adhesion G protein-coupled receptor E5	Adhesion G protein-coupled receptors, subfamily E	23.00	0.83	5,088
*Smo*	Smoothened, frizzled class receptor	G protein-coupled receptors, Class F frizzled	22.86	0.74	5,106
*Gpr137*	G protein-coupled receptor 137	7TM orphan receptors	21.52	0.75	5,291
*Gpr108*	G protein-coupled receptor 108	7TM orphan receptors	21.06	0.88	5,368
*Fzd6*	Frizzled class receptor 6	G protein-coupled receptors, Class F frizzled	20.98	0.82	5,385
*Gpr107*	G protein-coupled receptor 107	7TM orphan receptors	19.89	1.06	5,600
*Gabbr1*	Gamma-aminobutyric acid (GABA) B receptor, 1	Gamma-aminobutyric acid type B receptor subunits	16.97	1.36	6,202
*Adora1*	Adenosine A1 receptor	Adenosine receptors	15.32	0.64	6,594
*Lgr4*	Leucine-rich repeat-containing G protein-coupled receptor 4	G protein-coupled receptors, Class A orphans	13.87	0.54	6,910
*Adgra3*	Adhesion G protein-coupled receptor A3	Adhesion G protein-coupled receptors, subfamily A	12.81	0.97	7,206
*Ptger4*	Prostaglandin E receptor 4 (subtype EP4)	Prostaglandin receptors	11.67	0.43	7,534
*Gpr161*	G protein-coupled receptor 161	G protein-coupled receptors, Class A orphans	11.52	0.34	7,593
*Gpr19*	G protein-coupled receptor 19	G protein-coupled receptors, Class A orphans	11.31	0.50	7,664
*Celsr2*	Cadherin, EGF LAG seven-pass G-type receptor 2	Adhesion G protein-coupled receptors, subfamily C	11.29	0.89	7,667
*Adgrg6*	Adhesion G protein-coupled receptor G6	Adhesion G protein-coupled receptors, subfamily G	10.66	0.69	7,856
*Gpr160*	G protein-coupled receptor 160	G protein-coupled receptors, Class A orphans	10.30	0.50	7,948
*Fzd1*	Frizzled class receptor 1	G protein-coupled receptors, Class F frizzled	9.19	0.31	8,316
*Fzd7*	Frizzled class receptor 7	G protein-coupled receptors, Class F frizzled	7.65	0.27	8,887
*P2ry2*	Purinergic receptor P2Y, G-protein coupled 2	P2Y receptors	6.67	0.17	9,291
*Gpr39*	G protein-coupled receptor 39	G protein-coupled receptors, Class A orphans	5.72	0.20	9,673
*Pitpnm3*	PITPNM family member 3	Atypical chemokine receptors	5.70	0.40	9,679
*Lgr6*	Leucine-rich repeat-containing G protein-coupled receptor 6	G protein-coupled receptors, Class A orphans	5.35	0.33	9,813
*Gpr146*	G protein-coupled receptor 146	G protein-coupled receptors, Class A orphans	5.16	0.25	9,903

As shown in the previous studies (Slaats et al., 2015; Liu et al., 2018), expression of two ion transport proteins, *Pkd2* (Polycystic kidney disease 2, TPM: 20.6) and *Clcn4* (H^+^/Cl^–^ exchange transporter 4, TPM: 9.5), were found in the current transcriptome (Table 2). 

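*Pkd2* (ENSMUSG00000034462, chromosome 5 from 104459450 to 104505819) averaged 20.7 ± 2.18 TPM (SD, n = 8), from 1321 to 2189 counts per library. *Clcn4* (ENSMUSG00000000605, chromosome 7 from 7282309 to 7300851) averaged 9.46 ± 1.22 TPM, from 495 to 876 counts, and a noncoding gene overlaps it. Neither differed between 3 and 6 days by an exact two-sided permutation test (p = 0.486 for *Pkd2*, and larger for *Clcn4*).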

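*Piezo1* (ENSMUSG00000014444, chromosome 8 from 122481698 to 122551329) had 23.7 ± 3.70 TPM (SD, n = 8) in DMSO-treated cells, from 2188 to 3573 counts per library, and ranked 4993 by mean TPM. It overlaps *Ctu2* and *Gm20388* on the opposite strand, so its value is uncertain by the reads shared with them.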

We also identified the mechanosensitive cation channel *Piezo1* (piezo-type mechanosensitive ion channel component 1) (Coste et al., 2010; Table 2). 

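Of the TRPM channel genes, *Trpm7* (ENSMUSG00000027365, chromosome 2 from 126791565 to 126876230) had the highest mean in DMSO-treated cells, 23.7 ± 3.41 TPM (SD, n = 8). *Trpm4* (ENSMUSG00000038260, chromosome 7 from 45302632 to 45333780) had 13.9 ± 1.69 TPM and *Trpm6* (ENSMUSG00000024727, chromosome 19 from 18749983 to 18892511) 3.31 ± 0.532 TPM, from 286 to 516 counts per library. *Magt1* (ENSMUSG00000031232, chromosome X from 105968084 to 106011906) had 20.1 ± 1.90 TPM. The 4 ranked 4995, 6909, 10906 and 5560 by mean TPM. *Trpm4* and *Trpm7* overlap noncoding genes, which makes their values uncertain by the reads shared.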

Expression of ion channels, *Trpm4* (Transient Receptor Potential Cation Channel Subfamily M Member 4, TPM: 13.9), *Trpm6* (Transient Receptor Potential Cation Channel Subfamily M Member 6, TPM: 3.3), and *Trpm7* (Transient Receptor Potential Cation Channel Subfamily M Member 7, TPM: 23.7), as well as a Mg^+^ transporter, *Magt1* (TPM: 20.1), suggests further utilization as an *in vitro* model for studying transepithelial Mg^+^ transport mechanisms in kidney epithelial cells (Groenestege et al., 2006; Tables 2, 3 and Supplementary Table 1, “Ion channels” and “Transporters”).

The mIMCD3 cell line has been widely used in several studies of primary cilia conformation and function. The current transcriptome profile provides information about ciliary GPCRs expressed in mIMCD3 cells. 

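The receptor genes *Gpr161* (ENSMUSG00000040836, chromosome 1 from 165295789 to 165326745), *Ptger4* (ENSMUSG00000039942, chromosome 15 from 5206661 to 5244187) and *Smo* (ENSMUSG00000001761, chromosome 6 from 29735503 to 29761365) had means of 11.5 ± 0.968 TPM, 11.7 ± 1.21 TPM and 22.9 ± 2.09 TPM (SD, n = 8). Counts per library ran from 969 to 1514 for *Gpr161*, 494 to 716 for *Ptger4* and 1207 to 1816 for *Smo*. *Ptger4* overlaps the protein-coding *Ttc33* on the opposite strand and *Smo* a noncoding gene, so both values are uncertain by the reads shared.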

Among the ciliary GPCRs, as previously reported (Hilgendorf et al., 2016; Mykytyn and Askwith, 2017), we identified expression of *Gpr161* (G protein-coupled receptor 161, TPM: 11.5), *Ptger4* (prostaglandin E receptor 4, TPM: 11.7), and *Smo* (Smoothened homolog, TPM: 22.86) in mIMCD3 cells (Table 4). In addition to ciliary GPCRs, expression of two adenylyl cyclases, *Adcy1* (TPM: 8.9) and *Adcy6* (TPM: 31.5), was found in the transcriptome profile. These adenylyl cyclases could be considered in further studies for examining cAMP responses in mIMCD3 cells (Strait et al., 2010).

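*Adcy6* (ENSMUSG00000022994, chromosome 15 from 98589973 to 98610076) averaged 31.5 ± 4.59 TPM and *Adcy1* (ENSMUSG00000020431, chromosome 11 from 7063489 to 7178506) 8.89 ± 0.713 TPM (SD, n = 8), from 1862 to 3014 and 986 to 1512 counts per library. All 8 libraries had more TPM of *Adcy6* than of *Adcy1*. A noncoding gene overlaps *Adcy6*. Between 3 and 6 days *Adcy6* changed by no more than the spread of the libraries (exact two-sided permutation test, p = 0.171).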

### Doxycycline-Responsive Transcriptome Changes in mIMCD3 Cells

To characterize the DOX response in mIMCD3 cells, we compared the transcriptomes of DOX-treated mIMCD3 cells and DMSO-treated mIMCD3 cells (Figure 2 and Supplementary Table 2). We found DOX changed the gene expression profile, reflecting a change in abundance of 1,662 genes at 3 days (Figure 2A) and 2,858 genes at 6 days of treatment (Figure 2B). 

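Of the 13234 tested genes, edgeR's glmTreat called 1658 at 3 days, 702 higher and 956 lower in DOX-treated cells. At 6 days it called 2856 genes, 1326 higher and 1530 lower. Without adjustment for the number of genes, 2867 and 3771 genes had p under 0.05. The median size of the log2 fold change among called genes was 0.60 at 3 days and 0.64 at 6 days. In 98.6% of the called genes at 3 days and 97.0% at 6 days, all 4 DOX-treated libraries lay on the same side of all 4 DMSO-treated libraries. Over all tested genes 5109 and 5691 showed such a separation, which 2.86% of genes would show by chance. With the replicate number as a block, 1570 genes were called at 3 days and 2767 at 6 days, of which 1546 and 2741 were also called without it. The deviations of same-numbered DMSO and DOX libraries from their group means correlated across genes at -0.0955 on average at 3 days and -0.121 at 6 days. Pairs of libraries that share a number were thus not alike. Dropping the 20% threshold moved the counts most, to 5982 genes at 3 days and 6702 at 6 days. On the log2(TPM + 1) scale, limma's treat called 701 genes at 3 days, 85 higher and 616 lower, and 1307 at 6 days, 376 higher and 931 lower. There the median log2 fold change of all genes was -0.149 at 3 days and -0.0547 at 6 days, so rises were measured against a falling median. With each library left out in turn, between 1366 and 2297 genes were called at 3 days and between 2537 and 3057 at 6 days, and 0 called genes changed direction.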

A total of 1,157 genes were consistently changed at both times. 

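Of the genes called at each time, 1155 were shared, 446 higher and 709 lower at both times, and 0 changed in opposite directions. Across all tested genes, which are not independent replicates, the log2 fold changes of the 2 times correlated at r = 0.714. Among the shared genes the 6-day change was 1.27 times the 3-day change by slope. Of the 503 genes called only at 3 days, a direct test of the difference between times (edgeR's quasi-likelihood test of the interaction) called 124. Of the 1701 called only at 6 days it called 768, so most genes called at 1 time were not shown to differ between times.

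Among 1133 shared genes whose 4 DOX-treated libraries lay apart from the 4 DMSO-treated libraries at both times, the 5 largest rises and 5 largest falls at 6 days were as follows. *Avil* (ENSMUSG00000025432, chromosome 10 from 127000709 to 127020994) went from 0.424 ± 0.152 to 10.7 ± 1.00 CPM at 6 days (SD, n = 4). By edgeR its log2 fold changes were 3.30 (SE 0.195, adjusted p = 2.52e-10) at 3 days and 4.62 (SE 0.201, adjusted p = 6.83e-13) at 6 days. *Avil* overlaps *Tsfm* on the opposite strand. *Ddr2* (ENSMUSG00000026674, chromosome 1 from 169972307 to 170110762) went from 0.203 ± 0.117 to 4.66 ± 0.609 CPM at 6 days (SD, n = 4). edgeR gave *Ddr2* log2 fold changes of 2.66 (SE 0.315, adjusted p = 4.52e-06) at 3 days and 4.46 (SE 0.343, adjusted p = 2.46e-09) at 6 days, and an antisense gene overlaps it. *Sspo* (ENSMUSG00000029797, chromosome 6 from 48448229 to 48501250) went from 0.459 ± 0.108 to 8.76 ± 0.692 CPM at 6 days (SD, n = 4). The changes of *Sspo* by edgeR were 2.08 (SE 0.272, adjusted p = 2.1e-05) at 3 days and 4.25 (SE 0.281, adjusted p = 3.01e-10) at 6 days. *Ostn* (ENSMUSG00000052276, chromosome 16 from 27307489 to 27351212) went from 0.208 ± 0.142 to 3.25 ± 0.391 CPM at 6 days (SD, n = 4). For *Ostn*, edgeR gave 2.23 (SE 0.306, adjusted p = 3.18e-05) at 3 days and 3.93 (SE 0.32, adjusted p = 5.81e-09) at 6 days, and 2 noncoding genes overlap it. *Ubap1l* (ENSMUSG00000086228, chromosome 9 from 65361041 to 65380377) went from 0.105 ± 0.0749 to 1.45 ± 0.208 CPM at 6 days (SD, n = 4). *Ubap1l* changed by 1.59 (SE 0.338, adjusted p = 0.00343) at 3 days and 3.73 (SE 0.406, adjusted p = 4.13e-07) at 6 days in the edgeR fit, and a pseudogene overlaps it. In DMSO at 6 days its mean of 0.105 CPM lay under the floor of 3 counts, 0.139 to 0.17 CPM in those libraries. *Ddr2* and *Ostn* started little above that floor, so the sizes of these 3 rises at 6 days are uncertain.

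Among the falls, *Gm4610* (ENSMUSG00000104554, chromosome 3 from 122377097 to 122391811) went from 33.2 ± 4.01 to 3.00 ± 0.477 CPM at 6 days (SD, n = 4). *Gm4610* is antisense to *Bcar3*, and edgeR gave -1.94 (SE 0.131, adjusted p = 5.91e-09) at 3 days and -3.47 (SE 0.153, adjusted p = 2.97e-12) at 6 days. *Cd300lb* (ENSMUSG00000063193, chromosome 11 from 114922781 to 114934386) went from 2.92 ± 0.638 to 0.267 ± 0.0847 CPM at 6 days (SD, n = 4). *Cd300lb*, which a pseudogene overlaps, changed by -1.27 (SE 0.212, adjusted p = 0.00054) at 3 days and -3.42 (SE 0.265, adjusted p = 3.02e-09) at 6 days in edgeR. *Gm21293* (ENSMUSG00000091779, chromosome 10 from 104142987 to 104153674) went from 3.96 ± 1.37 to 0.346 ± 0.252 CPM at 6 days (SD, n = 4). Changes of *Gm21293* by edgeR were -2.42 (SE 0.305, adjusted p = 1.4e-05) at 3 days and -3.48 (SE 0.357, adjusted p = 2.95e-07) at 6 days, and *Gm6763* overlaps it on the same strand. *Gm20767* and *Usp17le* had too few counts for a fold change at 6 days, with at most 2 and 3 counts in any DOX-treated library. *Gm20767* (ENSMUSG00000096323, chromosome 13 from 120140246 to 120155335) was at least 5.64-fold lower (adjusted p = 1.5e-06, edgeR), and a pseudogene overlaps it. *Usp17le* (ENSMUSG00000043073, chromosome 7 from 104768049 to 104777470) was at least 5.98-fold lower (adjusted p = 0.000109, edgeR). Their 3-day changes by edgeR were -1.93 (SE 0.368, adjusted p = 0.00115) and -2.77 (SE 0.563, adjusted p = 0.00178). *Usp17le* and *Gm21293* belong to families of similar genes, between which salmon divides shared reads, so both are uncertain. Single libraries stood apart from their group for *Avil*, *Sspo*, *Ostn* and *Gm20767*. The 3-day calls of *Ddr2*, *Ubap1l*, *Gm20767* and *Usp17le* were lost on the TPM scale (limma's treat, adjusted p = 0.431, 0.407, 0.0504 and 0.126).

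**Figure D2:**
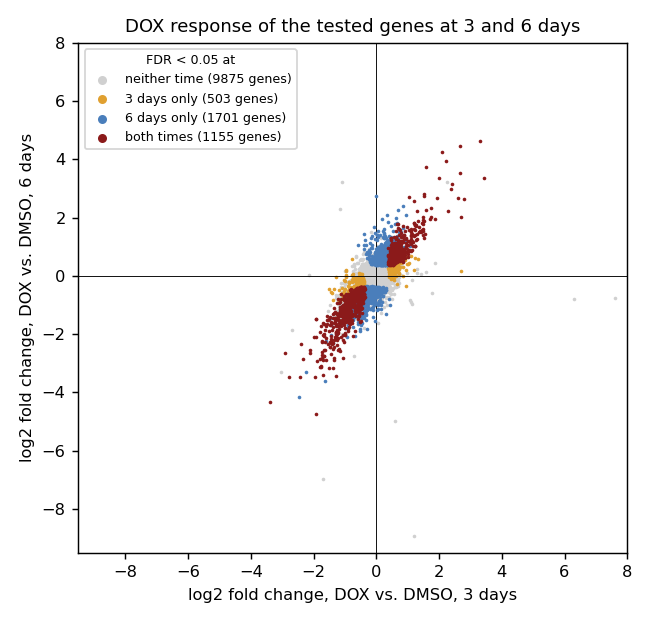
Log2 fold change of DOX over DMSO at 3 days (horizontal axis) and at 6 days (vertical axis) for the 13234 tested genes; each point is a gene, colored by the times at which it was called. The 1155 genes called at both times lie at the lower left and upper right, on the same side of 0 at both times.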

Downstream analysis identified GO Biological Processes (GOBPs) that are enriched in DOX-treated cells (Figure 2C). The *NaviGO* based GO term association analysis, which classifies similarity within GO term hierarchies, revealed three major clusters of GOBPs: (1) cell proliferation/differentiation; (2) signal transduction; and (3) immune responses (Figure 2D). In the cells treated with DOX for 3 days, differentially expressed genes were enriched for signal transduction pathways and cell proliferation/differentiation (Figures 2C,D). 

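Supplementary Table 3 lists 206 genes under terms of ERK, cAMP and Notch signaling, all of them called at 3 days in the present fit, so their number at 3 days shows no stability. Of the 206, 159 were lower in DOX-treated cells at 3 days and 47 higher. At 6 days 153 were lower and 53 higher, and 139 were called by edgeR at an adjusted p under 0.05, or 162 with adjustment over the list alone. By other methods fewer were called at 3 days, 125 by DESeq2, 93 by limma's treat on the TPM scale and 159 by edgeR after correction for transcript length and GC content, and 129, 88 and 150 at 6 days. Under the other scalings, the number lower was 160 at 3 days on the TPM scale and up to 155 at 6 days after the length and GC correction. For the ERK terms, 124 of 156 genes were lower at 3 days and 120 at 6 days, with median log2 fold changes of -0.53 and -0.49. Of these 156, 105 were called at 6 days, 82 lower and 23 higher. For cAMP, 40 of 46 genes were lower at 3 days and 38 at 6 days, with medians of -0.61 and -0.57. Of the cAMP genes 30 were called at 6 days, 27 of them lower. For Notch, 24 of 34 genes were lower at 3 days and 22 at 6 days, with medians of -0.51 and -0.39. There 22 were called at 6 days, 14 lower and 8 higher. None of the 3 families changed its majority direction under another normalization, DESeq2, the TPM scale or the length and GC correction. The enrichment of the terms themselves was not tested here, because it needs the gene ontology annotation.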

In particular, this involved significant changes of genes associated with ERK, cAMP, and Notch signaling pathways, known to mainly involve cell proliferation and development processes (Figure 2C). Differentially expressed genes from the 6 days-dataset were also especially enriched in biological processes associated with cell proliferation/differentiation but were also enriched in immune response pathways (Figures 2C,D). 

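The genes of the heatmap are those listed in Supplementary Table 4, and all 286 of them were called at both times in the edgeR fit. They were chosen from calls on these libraries, so the shares describe the list and show no stability. The 4 terms of cell proliferation and differentiation hold 134 different genes, of which 109 (81.3%) were lower in DOX-treated cells and 25 higher at each time. Their median log2 fold change was -0.62 at 3 days and -0.69 at 6 days, with a range from -1.73 to 1.73 at 3 days and from -2.88 to 2.72 at 6 days. The 6 immune terms hold 205 genes, 138 (67.3%) lower and 67 higher at each time. Their medians were -0.57 and -0.63. The number of called genes moved most on the TPM scale, where limma's treat called 161 of the 286 genes at 3 days and 181 at 6 days. The share of the 286 genes that were lower stayed at 71.68% at each time under RLE normalization, DESeq2, the TPM scale, the replicate block and the length and GC correction. With that replicate block 277 of them were called at 3 days and 283 at 6 days.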

As shown in the heatmap (Figure 2E), expression of genes involved in cell proliferation/differentiation processes and immune responses were mostly decreased at both times. The results indicate that DOX attenuates gene expression associated with cell proliferation and immune responses. 

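Term by term, the share of genes lower in DOX-treated cells was the same at both times and under every scaling. Of the proliferation and differentiation terms, epithelial cell differentiation had 60 of 73 genes lower, epithelial cell proliferation 39 of 51, gland morphogenesis 19 of 26 and urogenital system development 37 of 45. Of the immune terms, taxis had 53 of 59 genes lower, inflammatory response 39 of 55, regulation of response to external stimulus 63 of 89 and regulation of cytokine production 68 of 103. In regulation of defense response 30 of 60 genes were lower and 30 higher. In response to interferon-beta 0 of 15 genes were lower. From the heatmap, where it finds the genes of both groups of terms mostly lower at both times, the paper reasons that DOX weakens the expression of genes tied to proliferation and immune responses.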

Full list of genes associated with these pathways are provided in Supplementary Table 3.

**FIGURE 2:**
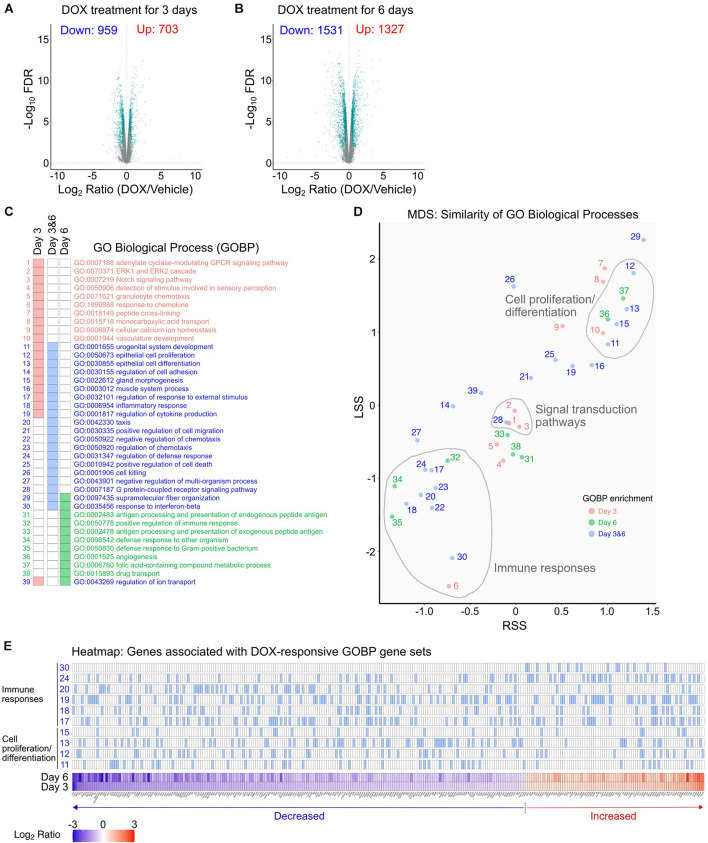
DOX-responsive transcriptomic changes in mIMCD3 cells. **(A,B)** Identification of transcriptomic changes in mIMCD3 cells treated with DOX for 3 and 6 days using RNA-Seq-based differential expression analysis. Significantly changed genes (FDR < 0.05 over 20% expression change threshold) were labeled as green in volcano plots and used further downstream analysis. **(C)** Gene Ontology (GO) biological processes significantly enriched by DOX-responsive genes. Cellular processes (GO Biological Process) were identified from significantly changed genes by DOX treatment for 3 and 6 days. To avoid sample-source bias, whole transcriptome was used as a background gene set. Significant enrichment was considered as *q* < 0.05. **(D)** Bubble chart view of the GO term association using *NaviGO*. In the plot, the *X*-axis is the Resnik semantic similarity score (RSS) and the *Y*-axis chosen is Lin’s similarity score (LSS). GO terms are colored according to time point when DE genes are found, day 3, pink; day 6: green; and day 3 and 6: blue. The number of GO terms are listed in **(C)**. **(E)** Heatmap of gene sets associated with “cell proliferation/differentiation” and “immune responses.” Full list of genes associated with GO terms are provided in Supplementary Table 4.

Examination of genes encoding downstream factors in signal transduction processes, including transcription factors and kinases, revealed alterations in three different signaling pathways (cAMP, ERK, Notch). 

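Figure 3A shows 46 genes, 15 transcription factors and 31 protein kinases, which were all called at 3 days in the edgeR fit. Since they were picked from calls on these libraries, that number shows no stability. At 3 days 37 were lower in DOX-treated cells and 9 higher, with a median log2 fold change of -0.55 and a range from -1.63 to 2.66. At 6 days 36 were lower and 10 higher (37 and 9 on the TPM scale), with a median of -0.51. Of the 46, 31 were called again at 6 days, 25 lower and 6 higher, and 37 with adjustment over the list alone. Of the 15 transcription factors 11 were lower at 3 days and 11 at 6 days, and 10 were called at 6 days. Of the 31 kinases 26 were lower at 3 days and 25 at 6 days, and 21 were called at 6 days. The largest rise among them, of *Ddr2*, is counted among the kinases.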

Remarkable downregulation of several transcription factors and protein kinases was found in DOX-treated cells (Figure 3A). Especially, *Hnf1b* (Chung et al., 2017), *Egr1* (Sukhatme et al., 1988), *Tead1* (Zhao et al., 2008), and members of the Fox family (Kume et al., 2000; Aschauer et al., 2013), which have been proposed previously as key players in epithelial cell proliferation. 

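*Egr1* fell from 134 ± 8.98 to 94.9 ± 4.92 CPM at 3 days and from 127 ± 12.3 to 84.2 ± 6.81 CPM at 6 days (SD, n = 4), and edgeR's glmTreat gave log2 fold changes of -0.50 (SE 0.0712, adjusted p = 0.00462) at 3 days and -0.59 (SE 0.0713, adjusted p = 0.000161) at 6 days. *Tead1* (ENSMUSG00000055320, chromosome 7 from 112679318 to 112906807) fell from 182 ± 8.76 to 131 ± 17.1 CPM at 3 days and from 153 ± 17.1 to 102 ± 3.67 CPM at 6 days. Its changes by edgeR were -0.47 (SE 0.0799, adjusted p = 0.0181) at 3 days and -0.59 (SE 0.0804, adjusted p = 0.000564) at 6 days, and a noncoding gene overlaps it. Of the Fox family, *Foxa1* (ENSMUSG00000035451, chromosome 12 from 57540628 to 57546916) had the lowest counts and the largest change, falling from 7.14 ± 0.363 to 3.49 ± 0.643 CPM at 3 days and from 5.78 ± 0.932 to 2.69 ± 0.582 CPM at 6 days. For *Foxa1* edgeR gave -1.03 (SE 0.153, adjusted p = 0.00027) at 3 days and -1.10 (SE 0.159, adjusted p = 6.86e-05) at 6 days. *Foxc1* (ENSMUSG00000050295, chromosome 13 from 31806633 to 31812476) fell from 78.5 ± 5.34 to 44.9 ± 6.40 CPM at 3 days and from 74.9 ± 5.39 to 49.7 ± 5.04 CPM at 6 days, with edgeR log2 fold changes of -0.81 (SE 0.0881, adjusted p = 1.82e-05) at 3 days and -0.59 (SE 0.0874, adjusted p = 0.00105) at 6 days. *Foxo1* (ENSMUSG00000044167, chromosome 3 from 52268336 to 52353221), which a noncoding gene overlaps, fell from 68.4 ± 2.90 to 47.9 ± 5.11 CPM at 3 days and from 60.0 ± 5.95 to 45.7 ± 3.76 CPM at 6 days. The edgeR changes of *Foxo1* were -0.51 (SE 0.0797, adjusted p = 0.0068) at 3 days and -0.39 (SE 0.0798, adjusted p = 0.0741) at 6 days, so at 6 days it was not called. All 4 DOX-treated libraries lay below all 4 DMSO-treated libraries for each of these 5 genes at each time. Replicate 1 of DOX stood apart from the other 3 libraries at 3 days, with 54.4 CPM of *Foxc1*, and at 6 days with 40.1 CPM of *Foxo1*. Some calls depended on the method. Without the 20% threshold *Foxo1* was called at 6 days (adjusted p = 0.000338, edgeR), as it was without replicate 1 of DOX at 3 days or without replicate 1 of DMSO at 6 days (adjusted p = 0.045 and 0.0119, edgeR). With other libraries left out, its adjusted p at 6 days rose to as much as 0.219 (edgeR). The 3-day call of *Tead1* could be lost with a library left out (adjusted p up to 0.0724, edgeR). At 3 days *Tead1* was not called by DESeq2 (adjusted p = 0.158), nor *Egr1* and *Foxo1* after the correction for transcript length and GC content in edgeR (adjusted p = 0.37 and 0.436). By limma's treat on the TPM scale, *Foxo1* was not called at 3 days (adjusted p = 0.0804) nor *Foxc1* at 6 days (adjusted p = 0.0999).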

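*Tgfbr2* (ENSMUSG00000032440, chromosome 9 from 116084293 to 116175360) went from 78.9 ± 0.494 to 47.4 ± 1.92 CPM at 3 days and from 74.6 ± 3.02 to 43.2 ± 3.99 CPM at 6 days (SD, n = 4). Its log2 fold changes by edgeR were -0.73 (SE 0.0607, adjusted p = 8.92e-07) at 3 days and -0.79 (SE 0.0608, adjusted p = 7.52e-08) at 6 days. *Kit* (ENSMUSG00000005672, chromosome 5 from 75574916 to 75656722) went from 4.13 ± 0.627 to 2.13 ± 0.422 CPM at 3 days and from 3.55 ± 0.970 to 1.72 ± 0.415 CPM at 6 days, and edgeR gave -0.96 (SE 0.208, adjusted p = 0.00746) at 3 days and -1.02 (SE 0.214, adjusted p = 0.00277) at 6 days. On the TPM scale, with few counts, *Kit* was called at neither time (limma's treat, adjusted p = 0.524 and 0.298). Of protein kinase A, Figure 3A shows a regulatory and a catalytic subunit. The regulatory subunit gene *Prkar2b* (ENSMUSG00000002997, chromosome 12 from 31958476 to 32061296) went from 24.5 ± 1.69 to 17.4 ± 1.25 CPM at 3 days and from 22.9 ± 3.10 to 15.8 ± 0.685 CPM at 6 days. edgeR gave *Prkar2b* changes of -0.49 (SE 0.0867, adjusted p = 0.0167) at 3 days and -0.53 (SE 0.0871, adjusted p = 0.00399) at 6 days. The catalytic subunit gene *Prkacb* (ENSMUSG00000005034, chromosome 3 from 146729574 to 146812990), which a noncoding gene overlaps, went from 149.9 ± 5.42 to 112 ± 8.85 CPM at 3 days and from 146 ± 13.1 to 106 ± 3.37 CPM at 6 days. By edgeR *Prkacb* changed by -0.43 (SE 0.0642, adjusted p = 0.022) at 3 days and -0.47 (SE 0.0642, adjusted p = 0.00339) at 6 days. Replicate 1 of DOX at 3 days stood apart, with 125 CPM of *Prkacb*. Neither subunit was called at 3 days by DESeq2 (adjusted p = 0.165 and 0.177) or after the length and GC correction (edgeR, adjusted p = 0.0774 and 0.31). On the TPM scale limma's treat did not call *Prkar2b* at 3 days (adjusted p = 0.121) or *Prkacb* at 6 days (adjusted p = 0.0714). Both 3-day calls could also be lost with a library left out (adjusted p up to 0.0578 for *Prkar2b* and 0.0706 for *Prkacb*, edgeR).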

Additionally, several protein kinases downregulated in response to DOX, namely *Tgfbr2* (LeBleu et al., 2013), *Kit* (Gomes et al., 2018), and protein kinase A (Amsler et al., 1991), are highly related to regulation of epithelial cell function (Figure 3A). Furthermore, the effects of DOX to decrease the expression of genes involved in each step of the cell cycle and cell cycle progression suggest that DOX may have proclivity to inhibit cell proliferation (Figure 3B).

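Cell cycle genes were also scored on a list that does not depend on these libraries, the 43 S phase and 54 G2/M genes of the Seurat package, written as mouse symbols. The score of a library was the mean log2 CPM of the 97 genes, with a prior count of 2. It was 6.575 ± 0.017 in DMSO-treated and 6.431 ± 0.018 in DOX-treated cells at 3 days (SD, n = 4), a difference of -0.14. At 6 days it was 6.619 ± 0.023 and 6.176 ± 0.052, a difference of -0.44. At each time all 4 DOX-treated libraries lay below all 4 DMSO-treated libraries (exact two-sided permutation test, p = 0.0286, the smallest p that 4 against 4 allow). By limma's camera, which compares the list with all other tested genes, p was 1.2e-05 and 3.94e-22. These p-values rest on an inter-gene correlation set at 0.01 and not estimated from the list. With the replicate block the differences were the same and the exact sign-flip test gave p = 0.125, the smallest it can give with 4 pairs. The score at 3 days moved most on the log2(TPM + 1) scale, to -0.32, and that at 6 days without the genes the paper names, leaving 82, to -0.40. At 3 days the median of all genes on the log2(TPM + 1) scale was -0.149, so the larger fall there is not all relative to other genes. Of the 97 genes 72 were lower at 3 days and 91 at 6 days. edgeR called 14 lower and 2 higher at 3 days, and 59 lower and 2 higher at 6 days. With adjustment over the list alone 19 and 66 were called. The differences were -0.09 and -0.35 for the S phase genes and -0.19 and -0.51 for the G2/M genes at 3 and 6 days.

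Figure 3B shows 46 genes, of which 35 were lower in DOX-treated cells at 3 days (34 under RLE or DESeq2, 36 after the length and GC correction and 39 on the TPM scale). At 6 days 38 were lower under each scaling. At 3 days 17 were called by edgeR, 12 lower and 5 higher, and at 6 days 43, 37 lower and 6 higher. The median log2 fold change was -0.28 at 3 days and -0.62 at 6 days. Being drawn from calls on these libraries, the 46 genes show no stability.

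**Figure D3:**
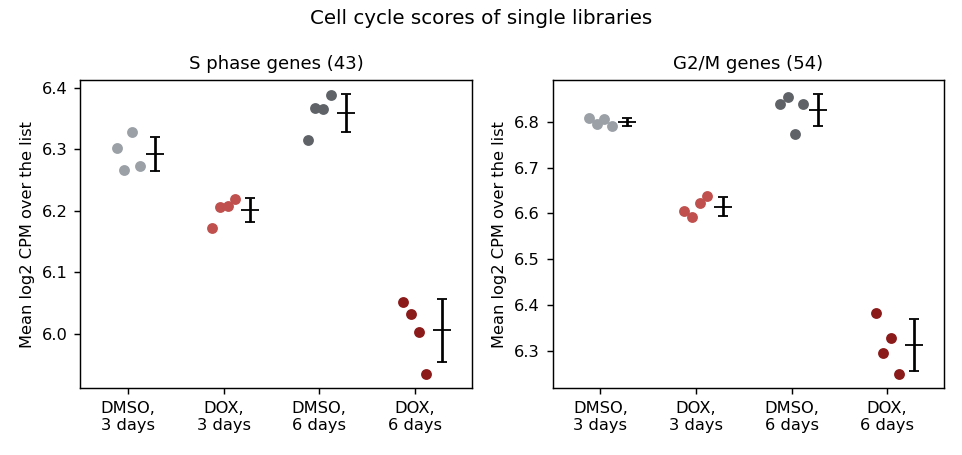
Mean log2 CPM of the 43 S phase and 54 G2/M genes in each library, by treatment and time; each dot is 1 library and bars give the mean ± SD of 4 libraries. In both panels every DOX-treated library lies below every DMSO-treated library of its time.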

**FIGURE 3:**
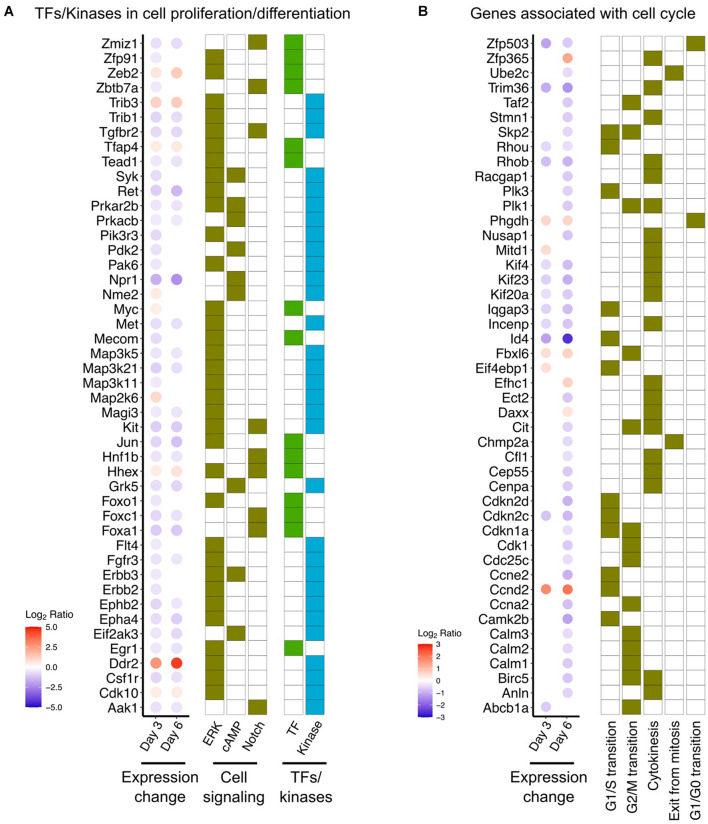
DOX-responsive genes associated with cell proliferation and differentiation. **(A)** DOX-responsive expressional change of transcription factors (TFs) and protein kinases in three signaling pathways (ERK, cAMP, and Notch). Full list of DOX-responsive genes involved in these signaling pathways was provided in Supplementary Table 3. **(B)** Expressional change of gene associated with cell cycle progression. Gene sets of each stage of cell cycle progression were obtained from Gene Ontology database (GO:0022402: cell cycle process).

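Figure 4 shows 6 proliferation markers, *Mki67*, *Top2a*, *Mybl2*, *Plk1*, *Cks2* and *Bub1*. *Mki67* (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361) went from 380.3 ± 13.9 to 215 ± 34.01 CPM at 3 days and from 340.2 ± 25.9 to 142 ± 8.08 CPM at 6 days (SD, n = 4), and edgeR gave log2 fold changes of -0.82 (SE 0.0825, adjusted p = 5.98e-06) at 3 days and -1.26 (SE 0.0836, adjusted p = 1.27e-09) at 6 days. *Top2a* (ENSMUSG00000020914, chromosome 11 from 98992943 to 99024189) went from 446 ± 7.37 to 334 ± 20.6 CPM at 3 days and from 445 ± 17.9 to 259.7 ± 14.2 CPM at 6 days. The edgeR changes of *Top2a* were -0.42 (SE 0.0571, adjusted p = 0.0159) at 3 days and -0.78 (SE 0.0574, adjusted p = 4.4e-08) at 6 days. *Mybl2* (ENSMUSG00000017861, chromosome 2 from 163054687 to 163084688), at 44.1 ± 2.37 and 26.4 ± 2.04 CPM at 6 days, changed by -0.39 (SE 0.0694, adjusted p = 0.0717) at 3 days and -0.74 (SE 0.0701, adjusted p = 1.83e-06) at 6 days in edgeR. *Plk1* (ENSMUSG00000030867, chromosome 7 from 122159439 to 122169873), at 58.2 ± 3.11 and 37.3 ± 1.17 CPM, changed by -0.25 (SE 0.0559, adjusted p = 0.736) at 3 days and -0.64 (SE 0.0566, adjusted p = 2.23e-06) at 6 days in edgeR. *Cks2* (ENSMUSG00000062248, chromosome 13 from 51645232 to 51650660), at 54.2 ± 5.41 and 32.8 ± 3.95 CPM, was not called at 3 days and was called lower at 6 days, with edgeR values of 0.11 (SE 0.0919, adjusted p = 1) at 3 days and -0.73 (SE 0.0942, adjusted p = 8.64e-05) at 6 days. *Bub1* (ENSMUSG00000027379, chromosome 2 from 127801122 to 127831865), at 109 ± 6.24 and 80.1 ± 6.70 CPM, had edgeR values of 0.049 (SE 0.0576, adjusted p = 1) at 3 days and -0.45 (SE 0.0578, adjusted p = 0.00358) at 6 days. Thus 6 were called at 6 days and 2 at 3 days. At 6 days the libraries of the 2 treatments did not overlap for any of the 6. At 3 days *Cks2* and *Bub1* were slightly higher, but lower on the TPM scale (-0.09 and -0.21 by limma). The median of all genes on that scale was -0.149, and *Cks2* lay above it and *Bub1* below. *Bub1* was also lower after the length and GC correction (-0.08). At 6 days *Bub1* was not called after that correction, and *Mybl2* was called at 3 days (adjusted p = 0.0675 and 0.0302, edgeR). The 3-day call of *Top2a* was lost on the TPM scale and without the filter on counts (adjusted p = 0.0548 by limma and 0.0563 by edgeR). Without the threshold *Mybl2* and *Plk1* were called at 3 days (adjusted p = 0.000121 and 0.000977, edgeR). Noncoding genes overlap *Mki67* and *Plk1*, so these are uncertain by the reads shared.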

The transcriptome dataset showing the attenuated cell cycle progression also exhibited that several genes known as cell proliferation markers were consistently downregulated by DOX treatment at 6 days (Figure 4). The result confirmed that DOX treatment suppresses cell proliferation. In addition to cell proliferation markers, DOX treatment for 3 and 6 days induced significant changes of immune response-associated cellular pathways (Figure 2), largely reflecting DOX-responsive reduction in cytokine production at day 3 and comprehensive alteration of cellular inflammatory response at day 6. 

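Of the 7 cytokine receptor genes of Figure 4, all were called at 6 days, 4 higher and 3 lower, and 2 at 3 days. The paper lists the cytokine and chemokine genes of this figure because they changed significantly in these libraries, so the numbers called show no stability. *Il3ra* (ENSMUSG00000068758, chromosome 14 from 14346275 to 14356011) had edgeR log2 fold changes of 0.51 (SE 0.125, adjusted p = 0.0631) at 3 days and 0.93 (SE 0.128, adjusted p = 5.62e-05) at 6 days. *Il17ra* (ENSMUSG00000002897, chromosome 6 from 120463247 to 120487559) had 0.24 (SE 0.0724, adjusted p = 0.79) at 3 days and 0.62 (SE 0.0717, adjusted p = 6.4e-05) at 6 days in edgeR, and *Il6ra* (ENSMUSG00000027947, chromosome 3 from 89864059 to 89913196) had 0.0051 (SE 0.113, adjusted p = 1) at 3 days and 0.53 (SE 0.112, adjusted p = 0.0164) at 6 days. On the TPM scale *Il17ra* and *Il6ra* were slightly lower at 3 days (-0.02 and -0.13 by limma). Both lay above the median of all genes on that scale, -0.149, so these signs do not show a fall relative to other genes. *Ifnar2* (ENSMUSG00000022971, chromosome 16 from 91372783 to 91405589), which *Gm21970* overlaps on the same strand, changed by 0.41 (SE 0.059, adjusted p = 0.0254) at 3 days and 0.46 (SE 0.0589, adjusted p = 0.00226) at 6 days in edgeR. *Cntfr* (ENSMUSG00000028444, chromosome 4 from 41657498 to 41697089) changed by -0.50 (SE 0.155, adjusted p = 0.132) at 3 days and -0.65 (SE 0.16, adjusted p = 0.0171) at 6 days in edgeR. *Il17rb* (ENSMUSG00000015966, chromosome 14 from 29996135 to 30008896), which *Actr8* overlaps on the opposite strand, changed by -0.59 (SE 0.198, adjusted p = 0.122) at 3 days and -0.89 (SE 0.21, adjusted p = 0.00788) at 6 days in edgeR. *Il5ra* (ENSMUSG00000005364, chromosome 6 from 106710357 to 106749037) fell most, by edgeR values of -2.92 (SE 0.388, adjusted p = 1.87e-05) at 3 days and -2.63 (SE 0.367, adjusted p = 1.34e-05) at 6 days, from 1.41 ± 0.341 to 0.225 ± 0.170 CPM at 6 days (SD, n = 4). The 6-day calls of *Il6ra*, *Cntfr* and *Il17rb* were lost in DESeq2 (adjusted p = 0.222, 0.14 and 0.0669), as was the 3-day call of *Ifnar2* (adjusted p = 0.144), which was also lost without the filter on counts (adjusted p = 0.0998, edgeR). On the TPM scale limma's treat called *Il3ra* and *Il5ra* alone at 6 days, and the others had an adjusted p of at least 0.174, and it called neither *Il5ra* nor *Ifnar2* at 3 days (adjusted p = 0.054 and 1). Without the threshold *Il3ra* and *Il17ra* were called higher at 3 days (adjusted p = 0.00251 and 0.00966, edgeR) and *Cntfr* and *Il17rb* lower (adjusted p = 0.0127 and 0.0197, edgeR). *Il17ra* was also called at 3 days after the length and GC correction, where *Ifnar2* was not (adjusted p = 0.0132 and 0.137, edgeR).

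Of the 4 cytokine genes, 3 were lower and 1 higher at both times under each scaling, and 4 were called at 6 days and 2 at 3 days. They too were listed for their change in these libraries, so these numbers show no stability. *Il24* (ENSMUSG00000026420, chromosome 1 from 130882074 to 130887454) went from 45.3 ± 4.18 to 36.1 ± 1.72 CPM at 3 days and from 49.5 ± 3.70 to 23.6 ± 2.64 CPM at 6 days (SD, n = 4), with edgeR values of -0.33 (SE 0.0797, adjusted p = 0.321) at 3 days and -1.07 (SE 0.0814, adjusted p = 1.67e-08) at 6 days. *Il33* (ENSMUSG00000024810, chromosome 19 from 29925114 to 29960718) had few counts, at 1.89 ± 0.187 and 0.619 ± 0.212 CPM at 6 days, and edgeR gave -0.52 (SE 0.256, adjusted p = 0.334) at 3 days and -1.62 (SE 0.269, adjusted p = 0.000165) at 6 days. *Cntf* (ENSMUSG00000079415, chromosome 19 from 12763660 to 12765632), which *Zfp91* overlaps on the same strand, changed by -1.66 (SE 0.0989, adjusted p = 5.67e-10) at 3 days and -2.05 (SE 0.103, adjusted p = 8.26e-12) at 6 days in edgeR. *Nfil3* (ENSMUSG00000056749, chromosome 13 from 52967209 to 52981073), an interleukin-3 regulated transcription factor, rose by edgeR values of 0.63 (SE 0.067, adjusted p = 7.07e-05) at 3 days and 0.77 (SE 0.0656, adjusted p = 3.63e-07) at 6 days. At 6 days *Il33* was not called on the TPM scale (limma's treat, adjusted p = 0.134), nor *Nfil3* at 3 days (adjusted p = 0.52), and *Il24* was called at 3 days there (adjusted p = 0.0182) and in edgeR without the threshold (adjusted p = 0.00226).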

In particularly, we identified several chemokines that were significantly downregulated at 3 days after DOX treatment from the literature-based gene sets of immunologic mediators (Commins et al., 2010; Figure 4), corresponding the pathways involved in the repression of epithelial cell proliferation, which are associated with epithelial responses to cytokines (Stadnyk, 1994).

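Of the 5 chemokine genes of Figure 4, 4 were lower and 1 higher in DOX-treated cells at both times and under each scaling, and all 5 were called at both times by edgeR. Since the figure lists genes that changed significantly in these libraries, the number called shows no stability. *Cxcl1* (ENSMUSG00000029380, chromosome 5 from 90891241 to 90893115) went from 36.6 ± 5.07 to 23.9 ± 3.55 CPM at 3 days and from 38.2 ± 3.32 to 16.5 ± 2.69 CPM at 6 days (SD, n = 4), with log2 fold changes of -0.62 (SE 0.118, adjusted p = 0.00979) at 3 days and -1.21 (SE 0.121, adjusted p = 1.01e-06) at 6 days in edgeR. *Cxcl2* (ENSMUSG00000058427, chromosome 5 from 90903871 to 90905938) went from 4.11 ± 0.906 to 2.15 ± 0.872 CPM at 3 days and from 3.24 ± 0.543 to 1.51 ± 0.263 CPM at 6 days, and its changes by edgeR were -0.93 (SE 0.223, adjusted p = 0.0144) at 3 days and -1.11 (SE 0.233, adjusted p = 0.00256) at 6 days. *Cxcl5* (ENSMUSG00000029371, chromosome 5 from 90759360 to 90761624) went from 8.44 ± 0.842 to 4.21 ± 0.513 CPM at 3 days and from 8.92 ± 1.38 to 2.56 ± 0.115 CPM at 6 days. edgeR gave *Cxcl5* changes of -0.998 (SE 0.122, adjusted p = 3.16e-05) at 3 days and -1.80 (SE 0.128, adjusted p = 1.64e-09) at 6 days. *Ccl28* (ENSMUSG00000074715, chromosome 13 from 119623819 to 119654359) had the fewest counts, and went from 1.40 ± 0.262 to 0.487 ± 0.193 CPM at 3 days and from 1.05 ± 0.312 to 0.377 ± 0.119 CPM at 6 days. Its edgeR changes were -1.52 (SE 0.304, adjusted p = 0.00223) at 3 days and -1.47 (SE 0.321, adjusted p = 0.00257) at 6 days. *Ccl5* (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518) was the gene that rose, from 18.9 ± 2.43 to 33.95 ± 2.73 CPM at 3 days and from 16.0 ± 1.75 to 22.3 ± 3.23 CPM at 6 days. For *Ccl5* edgeR gave 0.85 (SE 0.103, adjusted p = 5.12e-05) at 3 days and 0.47 (SE 0.107, adjusted p = 0.0394) at 6 days. DESeq2 called neither *Cxcl2* nor *Cxcl1* at 3 days (adjusted p = 0.0671 and 0.0598), and did not call *Ccl5* at 6 days (adjusted p = 0.33). On the TPM scale limma's treat called *Ccl28* at neither time (adjusted p = 0.588 and 1) and *Cxcl2* at neither (adjusted p = 0.123 and 0.0627), and *Ccl5* only at 3 days.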

**FIGURE 4:**
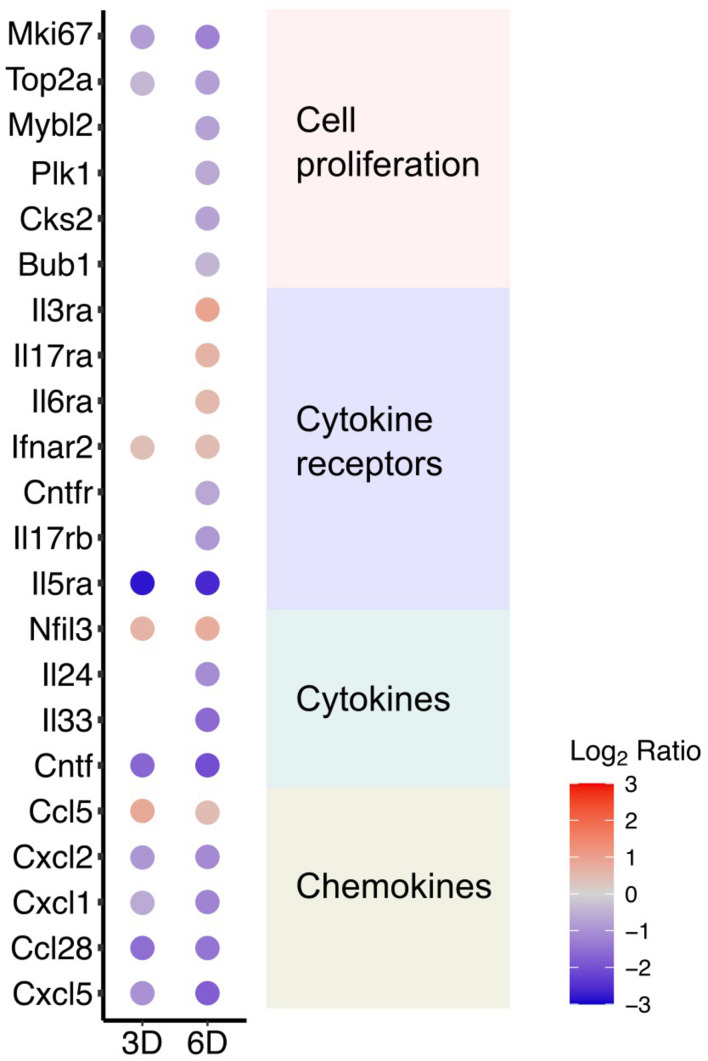
DOX-responsive cytokines and cell proliferation markers. Significantly changed genes encoding cytokines including chemokines were identified and listed in the plot. In addition, expressional changes of genes previously known as cell proliferation markers were listed in the plot.

## Discussion

The mIMCD3 cell line, an inner medullary collecting duct (IMCD) cell line derived from a simian virus 40 (SV40) T-antigen transgenic mice, has been widely used as an *in vitro* model to study renal epithelial physiology and cell biology (Rauchman et al., 1993; Yu et al., 2013; Flannery et al., 2015; Siroky et al., 2017). With inclusion of a DOX-inducible gene expression system, the cell line has become an invaluable model to study gene function in renal epithelial background. Here, we applied next-generation sequencing technology to characterize how the mIMCD3 transcriptome is affected by DOX with the goal of creating a database to guide interpretation of these studies.

Appropriate differentiation of epithelial cells and development of apical-basolateral polarity *in vitro* is commonly believed to require growth on a permeable surface. Comparison of the mIMCD3 transcriptome of cells grown on permeable polyester (PE) filter membrane surface, as defined here, with the published the transcriptome profile of mIMCD3 cells grown on plastic (Chan et al., 2018) lends credence to this idea. Although we found transcriptome profiles of mIMCD3 cells grown on filters exhibit a surprising degree of similarity with the transcriptome profile of cells grown on a solid surface (Reboredo et al., 2008), the profile of cells grown on filters is consistent with a more differentiated state. We found genes encoding key junctional stability components (Cldn4, Cldn7, Epcam) are induced when cells are grown on filters, whereas mesenchymal markers and ECM components were less abundant in filter-grown cells. Cldn4 (Claudin-4) and Cldn7 (Claudin-7) are among claudin family proteins that are specifically expressed in the loop of Henle (LOH) and distal nephron (Leiz and Schmidt-Ott, 2019), dictating the unique pericellular solute permeation profile and the electrical resistance of these nephron segments. Epcam (Epithelial Cell Adhesion Molecule) is best known as a marker of epithelial oncogenesis, but it is highly expressed in the LOH and collecting duct, where its natural role in cell adhesion and morphogenesis may determine the differentiated state of these nephron segments by interaction with Claudin-7 to negatively regulate epithelial migration by inhibiting ERK and actomyosin contractility (Barth et al., 2018). The increased abundances of ECM components may identify a gene expression signature of solid support grown cells, reflecting a futile cellular response to establish a permeable basement membrane, and thereby influence cell proliferation and differentiation (Matter et al., 2005; Ichikawa-Tomikawa et al., 2011; Bonnans et al., 2014; Diaz-Coranguez et al., 2019). Supporting this idea, the upregulated ECM are ubiquitous components of most basement membranes, including members of type IV collagen family proteins, Col4a1 and Col4a2, and the Secreted Protein Acidic and Rich in Cysteine (SPARC, aka Osteonectin).

We found the subtle growth substrate-dependent changes occur against an otherwise, remarkably stable mIMCD3 transcriptome profile. Constancy of the gene expression profile may explain why the phenotypic properties of the cell line have been so stable over time and numerous different studies. Comparison of the mIMCD3 transcriptome to the single cell RNA profiles of mouse cell kidney (Ransick et al., 2019) indicates that stability has come at the cost of lost nephron cell definition, however. The transcriptome profile of mIMCD3 does not uniquely resemble transcriptomes of any cell type in the kidney. Instead, it is compatible with a generic renal epithelial cell model, presumably reflecting a dedifferentiated state.

Tetracycline drugs, like Doxycycline (DOX), are widely used in eukaryotic cell gene expression systems, in part, because they have been assumed to have limited toxicity profiles. They inhibit protein synthesis in a broad spectrum of bacteria by binding to rRNAs of ribosomal complexes and double-strand RNAs (Chukwudi, 2016; Chukwudi and Good, 2016), but do not usually accumulate enough in mammalian cells to affect protein synthesis. We found DOX, at least at the higher concentrations commonly used *in vitro* cell models to drive tet-o gene expression, has a larger than anticipated toxic profile. Differentially expressed genes in response to DOX were especially enriched in the suppression of cell proliferation processes, including a decrease in cell cycle progression genes (Figures 3, 4). DOX also has been reported to suppress cell proliferation in epithelial-derived cancers (Fife et al., 1998), providing reason to speculate that tetracycline derivatives might be developed as anti-cancer therapeutics (Kroon et al., 1984; van den Bogert et al., 1985, 1986; Mortison et al., 2018). In human epithelial cell lines, DOX reduces cell proliferation, associated with alterations in mitochondrial function (Sourdeval et al., 2006; Chang et al., 2010; Ahler et al., 2013).

Although future studies will be required to unravel the mechanisms by which DOX suppresses cell proliferation, the change in the mIMCD3 transcriptome profile provides important insights. Decreased expression of cytokines and chemokines (Colombo et al., 2018; Koga et al., 2019), together with the attenuation of intracellular signal transduction pathways (cAMP, ERK, and Notch) that are known to regulate cell proliferation (Yamaguchi et al., 2000; Stork and Schmitt, 2002; Kim and Shivdasani, 2011) provide reason to suggest that DOX suppresses the production of autocrine cell growth factors that are required for mIMCD3 proliferation. Additionally, DOX activated the interferon-beta pathway, involving guanylate-binding proteins (GBPs) and interferon activated genes (Lubeseder-Martellato et al., 2002; Klamp et al., 2003; MacMicking, 2004), which is known to inhibit cell proliferation and differentiation (Hertzog et al., 1994; Garrison et al., 1996; Vitale et al., 2006). It will be interesting to learn if either of these pathways can be manipulated to reduce the anti-proliferation effects of DOX. It will be important to corroborate that changes in protein abundance track changes in transcript levels.

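Supplementary Table 4 lists 15 genes under response to interferon-beta, all called higher by edgeR at both times. Their log2 fold changes ran from 0.41 to 0.83 at 3 days and from 0.46 to 1.24 at 6 days, with medians of 0.51 and 0.67. They stayed higher under each scaling, but the number called fell on the TPM scale, to 1 at 3 days and 10 at 6 days, and with DESeq2 to 10 and 14. Overlapping genes on the same strand make *Ifnar2*, *Ifi47*, *Ifi211* and *Gbp6* uncertain, and *Htra2* overlaps 2 genes on the opposite strand.

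Since these 15 were chosen from calls on the same libraries, a separate list of 30 interferon-stimulated genes was scored as the mean log2 CPM. The score was 6.205 ± 0.038 in DMSO-treated and 6.613 ± 0.026 in DOX-treated cells at 3 days, and 6.136 ± 0.080 and 6.777 ± 0.080 at 6 days (SD, n = 4). The differences of 0.41 and 0.64 each had p = 0.0286 by the exact two-sided permutation test, the smallest possible, and an adjusted p of 0.0476 and 0.0357 over 10 lists. With the replicate block the exact sign-flip test gave p = 0.125, again the smallest possible. By camera p was 4.44e-10 and 1.71e-13. On the log2(TPM + 1) scale the differences were smaller, 0.2146 at 3 days and 0.5244 at 6 days. The 3-day difference no longer passed the limit of the exact permutation test there. The median log2 fold change of all genes on that scale was -0.149 at 3 days and -0.0547 at 6 days. A rise there is thus measured against a falling median, and the smaller differences do not show a weaker rise relative to other genes. Of the 30 genes 28 were higher at 3 days and 29 at 6 days, and 18 and 24 were called by edgeR (18 and 25 with adjustment over the list alone).

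The guanylate-binding protein genes did not move together. *Gbp3* (ENSMUSG00000028268, chromosome 3 from 142560026 to 142573209) rose by 0.48 (SE 0.0781, adjusted p = 0.0148) at 3 days and 1.24 (SE 0.0784, adjusted p = 7.48e-10) at 6 days in edgeR, and *Gbp6* (ENSMUSG00000104713, chromosome 5 from 105270702 to 105293698) by 0.51 (SE 0.0793, adjusted p = 0.00728) at 3 days and 1.14 (SE 0.0779, adjusted p = 3.19e-09) at 6 days. *Gbp2* (ENSMUSG00000028270, chromosome 3 from 142620602 to 142638008) and *Gbp7* (ENSMUSG00000040253, chromosome 3 from 142530342 to 142550149) were called at 6 days only, with edgeR values of 0.99 (SE 0.0721, adjusted p = 1.26e-08) and 0.74 (SE 0.0787, adjusted p = 7.43e-06). *Gbp10* (ENSMUSG00000105096, chromosome 5 from 105215699 to 105239533) had 1.12 (SE 0.261, adjusted p = 0.00638) at 6 days in edgeR. *Gbp9* (ENSMUSG00000029298, chromosome 5 from 105077630 to 105139539) and *Gbp4* (ENSMUSG00000079363, chromosome 5 from 105115767 to 105139586) were not called at either time, with 6-day values of 0.19 (SE 0.07, adjusted p = 1) and -0.067 (SE 0.0626, adjusted p = 1) in edgeR. *Gbp8* (ENSMUSG00000034438, chromosome 5 from 105014150 to 105139540) fell at 6 days, by an edgeR value of -0.46 (SE 0.0837, adjusted p = 0.0212). *Gbp4*, *Gbp8* and *Gbp9* overlap one another on the same strand, and *Gm43302* overlaps *Gbp6* and *Gbp10*, so the division of reads among them is uncertain. At 3 days DESeq2 called neither *Gbp3* nor *Gbp6* (adjusted p = 0.105 and 0.0634), and *Gbp3* was not called after the length and GC correction (adjusted p = 0.085, edgeR). Without the threshold edgeR also called *Gbp2* and *Gbp7* at 3 days (adjusted p = 0.0405 and 0.0343) and *Gbp9* at 6 days (adjusted p = 0.0299). On the TPM scale limma's treat called neither *Gbp3* nor *Gbp6* at 3 days (adjusted p = 1 for both), nor *Gbp8* and *Gbp10* at 6 days (adjusted p = 0.123 and 0.522). At 6 days *Gbp8* was not called by DESeq2 (adjusted p = 0.189) or by edgeR without a filter on counts (adjusted p = 0.117), and the fit to 8 libraries alone did not call *Gbp10* (adjusted p = 0.0562, edgeR).

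**Figure D4:**
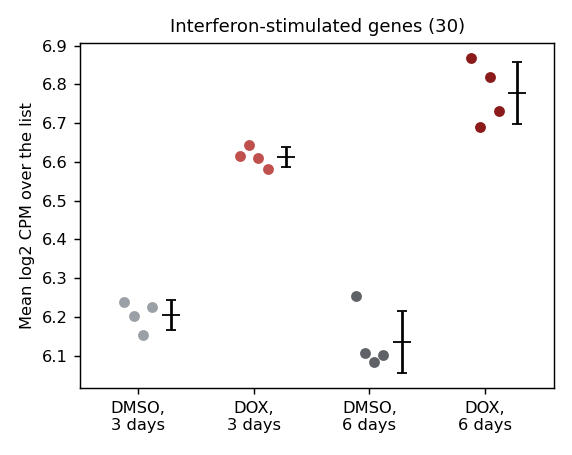
Mean log2 CPM of 30 interferon-stimulated genes in each library, by treatment and time; each dot is 1 library and bars give the mean ± SD of 4 libraries. All 4 DOX-treated libraries lie above all 4 DMSO-treated libraries at each time.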

The effects of DOX to rapidly induce an anti-proliferative transcriptomic signature in mIMCD3 cells should not be taken as a reason to discontinue use of the otherwise highly effective DOX-based gene induction system. Because it seems likely that all induction agents will have some off-target effects, it more practical to develop strategies to work around the off-target responses. Washing out DOX after gene induction is an obvious remedy. However, future studies will be required to determine the longevity of the DOX response, after withdrawal.

Growth and differentiation of cells *in vitro* can be profoundly influenced by the cell culture medium, nutrients, growth factors, hormones, and other supplements. They were not varied in the present study, and thus should not contribute to differences in the transcriptome profiles between vehicle and DOX treated cells. However, the basal transcriptome profile is likely to be influenced by the supplements in the media. Moreover, potential synergistic actions between DOX and any one of the many supplements is unknowable. Consequently, caution should be exercised in generalizing our results with other studies that use different culture media.

In summary, we have assessed the transcriptomic response to DOX in mIMCD3 at genome-wide resolution. The data base provides an atlas to guide future interpretation of studies using the DOX-inducible gene expression system in renal epithelial cells.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

HJ, OW, and PW conceived and designed the studies. HJ, RC, OW, and PW performed the experiments, analyzed the data, and wrote the manuscript. All authors discussed and reviewed the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[B1] AboudehenK.NoureddineL.Cobo-StarkP.AvdulovS.FarahaniS.GearhartM. D. (2017). Hepatocyte nuclear factor-1beta regulates urinary concentration and response to hypertonicity. *J. Am. Soc. Nephrol.* 28 2887–2900. 10.1681/ASN.2016101095 28507058PMC5619957

[B2] AhlerE.SullivanW. J.CassA.BraasD.YorkA. G.BensingerS. J. (2013). Doxycycline alters metabolism and proliferation of human cell lines. *PLoS One* 8:e64561. 10.1371/journal.pone.0064561 23741339PMC3669316

[B3] AmslerK.GhataniS.HemmingsB. A. (1991). cAMP-dependent protein kinase regulates renal epithelial cell properties. *Am. J. Physiol.* 260(6 Pt 1) C1290–C1299. 10.1152/ajpcell.1991.260.6.C1290 1711777

[B4] AschauerL.GruberL. N.PfallerW.LimoncielA.AthersuchT. J.CavillR. (2013). Delineation of the key aspects in the regulation of epithelial monolayer formation. *Mol. Cell. Biol.* 33 2535–2550. 10.1128/MCB.01435-12 23608536PMC3700122

[B5] BarthA. I. M.KimH.Riedel-KruseI. H. (2018). Regulation of epithelial migration by epithelial cell adhesion molecule requires its Claudin-7 interaction domain. *PLoS One* 13:e0204957. 10.1371/journal.pone.0204957 30304739PMC6179577

[B6] BonnansC.ChouJ.WerbZ. (2014). Remodelling the extracellular matrix in development and disease. *Nat. Rev. Mol. Cell Biol.* 15 786–801. 10.1038/nrm3904 25415508PMC4316204

[B7] CaiQ.DmitrievaN. I.FerrarisJ. D.BrooksH. L.van BalkomB. W.BurgM. (2005). Pax2 expression occurs in renal medullary epithelial cells *in vivo* and in cell culture, is osmoregulated, and promotes osmotic tolerance. *Proc. Natl. Acad. Sci. U.S.A.* 102 503–508. 10.1073/pnas.0408840102 15623552PMC544323

[B8] ChambersB. E.GerlachG. F.ClarkE. G.ChenK. H.LevesqueA. E.LeshchinerI. (2019). Tfap2a is a novel gatekeeper of nephron differentiation during kidney development. *Development* 146:dev172387. 10.1242/dev.172387 31160420PMC6633607

[B9] ChanS. C.ZhangY.ShaoA.AvdulovS.HerreraJ.AboudehenK. (2018). Mechanism of fibrosis in HNF1B-related autosomal dominant tubulointerstitial kidney disease. *J. Am. Soc. Nephrol.* 29 2493–2509. 10.1681/ASN.2018040437 30097458PMC6171276

[B10] ChangW. Y.ClementsD.JohnsonS. R. (2010). Effect of doxycycline on proliferation, MMP production, and adhesion in LAM-related cells. *Am. J. Physiol. Lung Cell. Mol. Physiol.* 299 L393–L400. 10.1152/ajplung.00437.2009 20581100

[B11] ChenY.LunA. T.SmythG. K. (2016). From reads to genes to pathways: differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline. *F1000Researh* 5:1438. 10.12688/f1000research.8987.2 27508061PMC4934518

[B12] ChukwudiC. U. (2016). rRNA binding sites and the molecular mechanism of action of the tetracyclines. *Antimicrob. Agents Chemother.* 60 4433–4441. 10.1128/AAC.00594-16 27246781PMC4958212

[B13] ChukwudiC. U.GoodL. (2016). Interaction of the tetracyclines with double-stranded RNAs of random base sequence: new perspectives on the target and mechanism of action. *J. Antibiot.* 69 622–630. 10.1038/ja.2015.145 26786504

[B14] ChungE.DeaconP.ParkJ. S. (2017). Notch is required for the formation of all nephron segments and primes nephron progenitors for differentiation. *Development* 144 4530–4539. 10.1242/dev.156661 29113990PMC5769624

[B15] CohenD. M.ChinW. W.GullansS. R. (1994). Hyperosmotic urea increases transcription and synthesis of Egr-1 in murine inner medullary collecting duct (mIMCD3) cells. *J. Biol. Chem.* 269 25865–25870.7929290

[B16] CohenD. M.GullansS. R.ChinW. W. (1996). Urea signaling in cultured murine inner medullary collecting duct (mIMCD3) cells involves protein kinase C, inositol 1,4,5-trisphosphate (IP3), and a putative receptor tyrosine kinase. *J. Clin. Invest.* 97 1884–1889. 10.1172/JCI118619 8621772PMC507257

[B17] ColomboM.MirandolaL.Chiriva-InternatiM.BasileA.LocatiM.LesmaE. (2018). Cancer cells exploit Notch signaling to redefine a supportive cytokine milieu. *Front. Immunol.* 9:1823. 10.3389/fimmu.2018.01823 30154786PMC6102368

[B18] ComminsS. P.BorishL.SteinkeJ. W. (2010). Immunologic messenger molecules: cytokines, interferons, and chemokines. *J. Allergy Clin. Immunol.* 125(2 Suppl. 2) S53–S72. 10.1016/j.jaci.2009.07.008 19932918

[B19] CosteB.MathurJ.SchmidtM.EarleyT. J.RanadeS.PetrusM. J. (2010). Piezo1 and Piezo2 are essential components of distinct mechanically activated cation channels. *Science* 330 55–60. 10.1126/science.1193270 20813920PMC3062430

[B20] DasA. T.TenenbaumL.BerkhoutB. (2016). Tet-on systems for doxycycline-inducible gene expression. *Curr. Gene Ther.* 16 156–167. 10.2174/1566523216666160524144041 27216914PMC5070417

[B21] Diaz-CoranguezM.LiuX.AntonettiD. A. (2019). Tight junctions in cell proliferation. *Int. J. Mol. Sci.* 20:5972. 10.3390/ijms20235972 31783547PMC6928848

[B22] FifeR. S.SledgeG. W.Jr.RothB. J.ProctorC. (1998). Effects of doxycycline on human prostate cancer cells *in vitro*. *Cancer Lett.* 127 37–41. 10.1016/s0304-3835(98)00003-29619856

[B23] FlanneryR. J.KleeneN. K.KleeneS. J. (2015). A TRPM4-dependent current in murine renal primary cilia. *Am. J. Physiol. Renal Physiol.* 309 F697–F707. 10.1152/ajprenal.00294.2015 26290373PMC4609916

[B24] GarrisonJ. I.BerensM. E.ShapiroJ. R.TreasurywalaS.Floyd-SmithG. (1996). Interferon-beta inhibits proliferation and progression through S phase of the cell cycle in five glioma cell lines. *J. Neurooncol.* 30 213–223. 10.1007/BF00177272 8943096

[B25] GomesS. A.HareJ. M.RangelE. B. (2018). Kidney-derived c-Kit(+) cells possess regenerative potential. *Stem Cells Transl. Med.* 7 317–324. 10.1002/sctm.17-0232 29575816PMC5866938

[B26] GroenestegeW. M.HoenderopJ. G.van den HeuvelL.KnoersN.BindelsR. J. (2006). The epithelial Mg2+ channel transient receptor potential melastatin 6 is regulated by dietary Mg2+ content and estrogens. *J. Am. Soc. Nephrol.* 17 1035–1043. 10.1681/ASN.2005070700 16524949

[B27] HertzogP. J.HwangS. Y.KolaI. (1994). Role of interferons in the regulation of cell proliferation, differentiation, and development. *Mol. Reprod. Dev.* 39 226–232. 10.1002/mrd.1080390216 7530016

[B28] HilgendorfK. I.JohnsonC. T.JacksonP. K. (2016). The primary cilium as a cellular receiver: organizing ciliary GPCR signaling. *Curr. Opin. Cell Biol.* 39 84–92. 10.1016/j.ceb.2016.02.008 26926036PMC4828300

[B29] Ichikawa-TomikawaN.SugimotoK.SatohisaS.NishiuraK.ChibaH. (2011). Possible involvement of tight junctions, extracellular matrix and nuclear receptors in epithelial differentiation. *J. Biomed. Biotechnol.* 2011:253048. 10.1155/2011/253048 22162632PMC3227411

[B30] JedroszkaD.OrzechowskaM.HamouzR.GorniakK.BednarekA. K. (2017). Markers of epithelial-to-mesenchymal transition reflect tumor biology according to patient age and Gleason score in prostate cancer. *PLoS One* 12:e0188842. 10.1371/journal.pone.0188842 29206234PMC5714348

[B31] KangK.HuangL.LiQ.LiaoX.DangQ.YangY. (2019). An improved Tet-on system in microRNA overexpression and CRISPR/Cas9-mediated gene editing. *J. Anim. Sci. Biotechnol.* 10:43. 10.1186/s40104-019-0354-5 31198556PMC6556963

[B32] KimT. H.ShivdasaniR. A. (2011). Notch signaling in stomach epithelial stem cell homeostasis. *J. Exp. Med.* 208 677–688. 10.1084/jem.20101737 21402740PMC3137787

[B33] KistnerA.GossenM.ZimmermannF.JerecicJ.UllmerC.LubbertH. (1996). Doxycycline-mediated quantitative and tissue-specific control of gene expression in transgenic mice. *Proc. Natl. Acad. Sci. U.S.A.* 93 10933–10938. 10.1073/pnas.93.20.10933 8855286PMC38261

[B34] KlampT.BoehmU.SchenkD.PfefferK.HowardJ. C. (2003). A giant GTPase, very large inducible GTPase-1, is inducible by IFNs. *J. Immunol.* 171 1255–1265. 10.4049/jimmunol.171.3.1255 12874213

[B35] KogaY.TsurumakiH.Aoki-SaitoH.SatoM.YatomiM.TakeharaK. (2019). Roles of cyclic AMP response element binding activation in the ERK1/2 and p38 MAPK signalling pathway in central nervous system, cardiovascular system, osteoclast differentiation and mucin and cytokine production. *Int. J. Mol. Sci.* 20:1346. 10.3390/ijms20061346 30884895PMC6470985

[B36] KroonA. M.DontjeB. H.HoltropM.Van den BogertC. (1984). The mitochondrial genetic system as a target for chemotherapy: tetracyclines as cytostatics. *Cancer Lett.* 25 33–40. 10.1016/s0304-3835(84)80023-36518450

[B37] KumeT.DengK.HoganB. L. (2000). Murine forkhead/winged helix genes Foxc1 (Mf1) and Foxc2 (Mfh1) are required for the early organogenesis of the kidney and urinary tract. *Development* 127 1387–1395.1070438510.1242/dev.127.7.1387

[B38] LarrayozI. M.de LuisA.RuaO.VelillaS.CabelloJ.MartinezA. (2012). Molecular effects of doxycycline treatment on pterygium as revealed by massive transcriptome sequencing. *PLoS One* 7:e39359. 10.1371/journal.pone.0039359 22724003PMC3378547

[B39] LashhabR.RumleyA. C.ArutyunovD.RizviM.YouC.DimkeH. (2019). The kidney anion exchanger 1 affects tight junction properties via claudin-4. *Sci. Rep.* 9:3099. 10.1038/s41598-019-39430-9 30816203PMC6395713

[B40] LeBleuV. S.TaduriG.O’ConnellJ.TengY.CookeV. G.WodaC. (2013). Origin and function of myofibroblasts in kidney fibrosis. *Nat. Med.* 19 1047–1053. 10.1038/nm.3218 23817022PMC4067127

[B41] LeizJ.Schmidt-OttK. M. (2019). Claudins in the renal collecting duct. *Int. J. Mol. Sci.* 21:221. 10.3390/ijms21010221 31905642PMC6981911

[B42] LiuX.VienT.DuanJ.SheuS. H.DeCaenP. G.ClaphamD. E. (2018). Polycystin-2 is an essential ion channel subunit in the primary cilium of the renal collecting duct epithelium. *Elife* 7:e33183. 10.7554/eLife.33183 29443690PMC5812715

[B43] LuH.JiangW.YangH.QinZ.GuoS. E.HuM. (2017). Doxycycline affects gene expression profiles in aortic tissues in a rat model of vascular calcification. *Microvasc. Res.* 114 12–18. 10.1016/j.mvr.2017.04.007 28546078

[B44] Lubeseder-MartellatoC.GuenziE.JorgA.TopoltK.NaschbergerE.KremmerE. (2002). Guanylate-binding protein-1 expression is selectively induced by inflammatory cytokines and is an activation marker of endothelial cells during inflammatory diseases. *Am. J. Pathol.* 161 1749–1759. 10.1016/S0002-9440(10)64452-512414522PMC1850787

[B45] MacMickingJ. D. (2004). IFN-inducible GTPases and immunity to intracellular pathogens. *Trends Immunol.* 25 601–609. 10.1016/j.it.2004.08.010 15489189

[B46] MatterK.AijazS.TsaparaA.BaldaM. S. (2005). Mammalian tight junctions in the regulation of epithelial differentiation and proliferation. *Curr. Opin. Cell Biol.* 17 453–458. 10.1016/j.ceb.2005.08.003 16098725

[B47] MortisonJ. D.SchenoneM.MyersJ. A.ZhangZ.ChenL.CiarloC. (2018). Tetracyclines modify translation by targeting key human rRNA substructures. *Cell Chem. Biol.* 25 1506–1518.e13. 10.1016/j.chembiol.2018.09.010 30318461PMC6309532

[B48] MykytynK.AskwithC. (2017). G-protein-coupled receptor signaling in cilia. *Cold Spring Harb. Perspect. Biol.* 9:a028183. 10.1101/cshperspect.a028183 28159877PMC5585845

[B49] PatroR.DuggalG.LoveM. I.IrizarryR. A.KingsfordC. (2017). Salmon provides fast and bias-aware quantification of transcript expression. *Nat. Methods* 14 417–419. 10.1038/nmeth.4197 28263959PMC5600148

[B50] RansickA.LindstromN. O.LiuJ.ZhuQ.GuoJ. J.AlvaradoG. F. (2019). Single-cell profiling reveals sex, lineage, and regional diversity in the mouse kidney. *Dev. Cell* 51 399–413.e7. 10.1016/j.devcel.2019.10.005 31689386PMC6948019

[B51] RauchmanM. I.NigamS. K.DelpireE.GullansS. R. (1993). An osmotically tolerant inner medullary collecting duct cell line from an SV40 transgenic mouse. *Am. J. Physiol.* 265(3 Pt 2) F416–F424. 10.1152/ajprenal.1993.265.3.F416 8214101

[B52] ReboredoM.KramerM. G.SmerdouC.PrietoJ.De Las RivasJ. (2008). Transcriptomic effects of Tet-on and mifepristone-inducible systems in mouse liver. *Hum. Gene Ther.* 19 1233–1247. 10.1089/hum.2008.057 19025414

[B53] RibesD.FischerE.CalmontA.RossertJ. (2003). Transcriptional control of epithelial differentiation during kidney development. *J. Am. Soc. Nephrol.* 14(Suppl. 1) S9–S15. 10.1097/01.asn.0000067647.05964.9f12761232

[B54] RobinsonM. D.McCarthyD. J.SmythG. K. (2010). edgeR: a bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26 139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[B55] SchlimpertM.LagiesS.BudnykV.MullerB.WalzG.KammererB. (2018). Metabolic phenotyping of Anks3 depletion in mIMCD-3 cells – a putative nephronophthisis candidate. *Sci. Rep.* 8:9022. 10.1038/s41598-018-27389-y 29899363PMC5998149

[B56] SchwabK.PattersonL. T.AronowB. J.LuckasR.LiangH. C.PotterS. S. (2003). A catalogue of gene expression in the developing kidney. *Kidney Int.* 64 1588–1604. 10.1046/j.1523-1755.2003.00276.x 14531791

[B57] SirokyB. J.KleeneN. K.KleeneS. J.VarnellC. D.Jr.ComerR. G.LiuJ. (2017). Primary cilia regulate the osmotic stress response of renal epithelial cells through TRPM3. *Am. J. Physiol. Renal Physiol.* 312 F791–F805. 10.1152/ajprenal.00465.2015 28122715PMC5407065

[B58] SlaatsG. G.WhewayG.FolettoV.SzymanskaK.van BalkomB. W.LogisterI. (2015). Screen-based identification and validation of four new ion channels as regulators of renal ciliogenesis. *J. Cell Sci.* 128 4550–4559. 10.1242/jcs.176065 26546361PMC4696498

[B59] SourdevalM.LemaireC.BrennerC.Boisvieux-UlrichE.MaranoF. (2006). Mechanisms of doxycycline-induced cytotoxicity on human bronchial epithelial cells. *Front. Biosci.* 11:3036–3048. 10.2741/2031 16720374

[B60] StadnykA. W. (1994). Cytokine production by epithelial cells. *FASEB J.* 8 1041–1047. 10.1096/fasebj.8.13.7926369 7926369

[B61] StorkP. J.SchmittJ. M. (2002). Crosstalk between cAMP and MAP kinase signaling in the regulation of cell proliferation. *Trends Cell Biol.* 12 258–266. 10.1016/s0962-8924(02)02294-812074885

[B62] StraitK. A.StricklettP. K.ChapmanM.KohanD. E. (2010). Characterization of vasopressin-responsive collecting duct adenylyl cyclases in the mouse. *Am. J. Physiol. Renal Physiol.* 298 F859–F867. 10.1152/ajprenal.00109.2009 19955190PMC2853316

[B63] SukhatmeV. P.CaoX. M.ChangL. C.Tsai-MorrisC. H.StamenkovichD.FerreiraP. C. (1988). A zinc finger-encoding gene coregulated with c-fos during growth and differentiation, and after cellular depolarization. *Cell* 53 37–43. 10.1016/0092-8674(88)90485-03127059

[B64] TorbanE.EcclesM. R.FavorJ.GoodyerP. R. (2000). PAX2 suppresses apoptosis in renal collecting duct cells. *Am. J. Pathol.* 157 833–842. 10.1016/S0002-9440(10)64597-X10980123PMC1885702

[B65] ValkovaN.KultzD. (2006). Constitutive and inducible stress proteins dominate the proteome of the murine inner medullary collecting duct-3 (mIMCD3) cell line. *Biochim. Biophys. Acta* 1764 1007–1020. 10.1016/j.bbapap.2006.03.007 16713411

[B66] van den BogertC.DontjeB. H.HoltropM.MelisT. E.RomijnJ. C.van DongenJ. W. (1986). Arrest of the proliferation of renal and prostate carcinomas of human origin by inhibition of mitochondrial protein synthesis. *Cancer Res.* 46 3283–3289.3011245

[B67] van den BogertC.DontjeB. H.KroonA. M. (1985). The antitumour effect of doxycycline on a T-cell leukaemia in the rat. *Leuk. Res.* 9 617–623. 10.1016/0145-2126(85)90142-03874329

[B68] VitaleG.de HerderW. W.van KoetsveldP. M.WaaijersM.SchoordijkW.CrozeE. (2006). IFN-beta is a highly potent inhibitor of gastroenteropancreatic neuroendocrine tumor cell growth *in vitro*. *Cancer Res.* 66 554–562. 10.1158/0008-5472.CAN-05-3043 16397272

[B69] WeiQ.KhanI. K.DingZ.YerneniS.KiharaD. (2017). NaviGO: interactive tool for visualization and functional similarity and coherence analysis with gene ontology. *BMC Bioinformatics* 18:177. 10.1186/s12859-017-1600-5 28320317PMC5359872

[B70] WishartJ. A.HayesA.WardleworthL.ZhangN.OliverS. G. (2005). Doxycycline, the drug used to control the tet-regulatable promoter system, has no effect on global gene expression in *Saccharomyces cerevisiae*. *Yeast* 22 565–569. 10.1002/yea.1225 15942933

[B71] YamaguchiT.PellingJ. C.RamaswamyN. T.EpplerJ. W.WallaceD. P.NagaoS. (2000). cAMP stimulates the *in vitro* proliferation of renal cyst epithelial cells by activating the extracellular signal-regulated kinase pathway. *Kidney Int.* 57 1460–1471. 10.1046/j.1523-1755.2000.00991.x 10760082

[B72] YuZ.KongQ.KoneB. C. (2013). Aldosterone reprograms promoter methylation to regulate alphaENaC transcription in the collecting duct. *Am. J. Physiol. Renal Physiol.* 305 F1006–F1013. 10.1152/ajprenal.00407.2013 23926181PMC3798741

[B73] ZhaoB.YeX.YuJ.LiL.LiW.LiS. (2008). TEAD mediates YAP-dependent gene induction and growth control. *Genes Dev.* 22 1962–1971. 10.1101/gad.1664408 18579750PMC2492741

[B74] ZhouY.ZhouB.PacheL.ChangM.KhodabakhshiA. H.TanaseichukO. (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat. Commun.* 10:1523. 10.1038/s41467-019-09234-6 30944313PMC6447622

How the deposited data were processed for this re-analysis (not part of the article)

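The analysis started from 2 tables that the authors deposited for all 16 libraries, both at the level of genes. The authors' estimated counts come from salmon, are not normalized and hold fractions. The TPM values are also the authors', and each column of the deposited TPM table sums to between 995688 and 998208. Of the 54393 genes of the count table, 1039 are not in the TPM table. Every gene identifier, with its version, is in GENCODE release M21 for GRCm38, from which gene positions, strands, types, lengths and overlaps were taken. No reads were aligned or counted again, so the steps before gene counts are the authors'.

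Groups were read from the sample labels, which give treatment, days and a replicate number from 1 to 4. The same numbers recur in each group, and these are the only source for treating equally numbered libraries as pairs. All 16 libraries were used and none was left out of the main results. Libraries of cells on solid support, which the paper takes from another study, were not analysed here.

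For comparisons of treatments, estimated counts were rounded to whole numbers. Genes with at least 1 CPM in at least 4 libraries were kept, which left 13234. Library sizes were scaled by TMM, and a robust quasi-likelihood model with 1 mean for each of the 4 groups was fitted to the 16 libraries with edgeR 4.0.16 in R 4.3.3, because a common fit gives a steadier estimate of the spread than 8 libraries would. DOX was compared with DMSO at 3 days and at 6 days, and DMSO at 6 days with DMSO at 3 days, by glmTreat with a fold-change threshold of 1.2. The difference between the DOX effects of the 2 times was tested without a threshold by glmQLFTest. All tests were two-sided, and p was adjusted by the Benjamini-Hochberg method over all tested genes, with 0.05 as the limit. The SE of a log2 fold change was approximated as its size divided by the square root of the quasi-likelihood F statistic. CPM values are TMM-scaled.

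TPM values were averaged over the 8 DMSO-treated libraries, and 6 days was compared with 3 days by an exact two-sided permutation test over the 70 arrangements of 4 against 4, on TPM without a logarithm. The plan made before the data were seen had the averages without a test, so this test is an addition to it. Correlations used log10(TPM + 1) of group averages.

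Gene lists were scored as the mean log2 CPM over their tested genes in each library, with a prior count of 2, and compared by the same exact test, whose smallest p is 0.0286. Differences between times used 4900 arrangements of the time labels within each treatment. Besides the cell cycle list of 97 genes from Seurat 5.3.0, 10 lists written from general knowledge were scored, and p was adjusted over these 10 at each time. The lists were also tested by camera from limma 3.58.1 with an inter-gene correlation of 0.01. With equally numbered libraries paired, the exact sign-flip test was used, and it cannot give a p under 0.125 with 4 pairs, as the cell cycle and interferon lists did under the replicate block.

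Genes named singly are those the paper names in its text, those of Figure 4 and the guanylate-binding proteins, the 5 largest rises and 5 largest falls at 6 days among genes called at both times with separated libraries at both times, and markers of the inner medullary collecting duct. Genes of Figure 3, Supplementary Table 3 and Supplementary Table 4 that the text does not name are given as counts and ranges. The results of 1 gene are not reported here. *Ppbp*, *Txnip* and *Ppp1r15a* were named after their values were seen.

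The alternatives tried for the counts of genes were RLE normalization, DESeq2 1.42.0, limma's treat on log2(TPM + 1), no fold-change threshold, a CPM of at least 1 in all 16 libraries, no filter beyond 1 count in any library, fitting without robust estimation, the replicate number as a block, fitting only the 8 libraries of a comparison, a threshold of 1.2 on the difference between times, and leaving out each library in turn. Scores were also computed on log2(TPM + 1), over all listed genes, without the genes the paper names, and by camera. A correction for transcript length and GC content was added after the data were seen. For every library it fits splines with 5 degrees of freedom for each to the deviations of log2 CPM from the gene averages, and passes the fitted trend to edgeR as an offset, and it was run with and without the replicate block.

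The calculations were tested on simulated counts with known changes. edgeR's glmTreat recovered 96.9% of 195 changed genes at 3 days and 95.9% at 6 days among 13069 tested genes, with 0% and 1.58% false calls among those made. Every simulated change was larger than the median log2 size among the real calls, 0.60 at 3 days and 0.64 at 6 days. Fewer genes were changed than were called in the real libraries. These shares therefore do not give the recovery of smaller changes. In counts without any change it called 0 of 13082 genes. With a length trend added to simulated DOX libraries of 3 days, 48.5% of calls were false before the length and GC correction and 0% after it. The added trend was the same in all 4 libraries. In the real ones the correlation with length was 0.0971 in replicate 1 and -0.28 to -0.236 in the others. Removal of the real trend is therefore not shown. Gene list scores recovered an added change of 0.5 in log2 as 0.486.

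The analyses the paper made with gene ontology terms and term similarity were not repeated, because they need an annotation that was not used here.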

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

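The gene lists, their tests and the regrouping of libraries for the DOX and DMSO comparisons were set before the data were examined. The tests of length and GC content, normalization, library size, strongly counted genes, pseudogenes, mislabelling and replicate 1, and the regrouping for the difference between times, were chosen only after the results were seen.

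Single libraries lay far from the other 3 of their group in 17 of 248 groups of 4 values, by Dixon's ratio of gap to range. The values were library measures, gene list scores, TPM of 48 genes in DMSO-treated cells, and CPM of the genes with the largest changes and of those the text names for DOX. By chance 1 in 20 groups, or 12.4, would do so, and the 17 are near that number. Of the 17, 7 came from replicate 1 of DOX at 3 days. Its score of cytosolic ribosomal protein genes was 10.126 against 10.481 to 10.507 in the other 3 libraries, and its TMM factor 1.002 against 0.9503 to 0.9547. Its 10 most counted genes held 5.334% of counts against 5.951% to 6.003%. The correlation across genes of its expression with transcript length was 0.0971 against -0.28 to -0.236. CPM in this library was 54.433 for *Foxc1* (41.2 to 42.5 in the others) and 124.79 for *Prkacb* (106 to 108).

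A mislabelled or mixed library could explain replicate 1 of DOX at 3 days. Its shift along the 6-day response, measured over 2856 genes, was 103% of the mean shift of the other 3, which were at 105%, 97.5% and 97.8%, so no admixture of DMSO-treated cells was seen. Without this library 2297 genes were called at 3 days instead of 1658. After the length and GC correction it was still the library farthest from the others of its group, with a mean distance of 43.06 against 40.67 for the next (44.17 and 41.11 before).

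The other 10 such libraries were spread over groups. In DMSO at 3 days, replicate 2 had 1.545% of counts on mitochondrial genes (1.627% to 1.643% in the others), replicate 4 had 0.049 TPM of *Aqp4* (0 in the others) and replicate 1 had 0.85737 CPM of *Avil* (0.543 to 0.572). In DOX at 3 days, replicate 2 had 5.4295 CPM of *Sspo* (2.40 to 2.85). In DMSO at 6 days, replicate 1 had an interferon-stimulated score of 6.2546 (6.0827 to 6.1065), and replicate 4 had 5.124 TPM of *Hoxa11* (4.658 to 4.707), 246.42 TPM of *Cldn7* (254.28 to 255.68) and 0.41902 CPM of *Ostn* (0.112 to 0.1625). In DOX at 6 days, replicate 1 had 40.107 CPM of *Foxo1* (47.5 to 47.9) and replicate 4 had 0.098182 CPM of *Gm20767* (0 in the others). Several rest on a few counts, and no biological explanation was tested for them.

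Replicate 1 was the library farthest from the others in each of the 4 groups, a pattern with a chance of 0.0156 if numbers were arbitrary. A batch that shifts the same genes in every replicate 1 library was tested by correlating the deviations of these 4 libraries from their group means, and the mean was -0.123 (from -0.433 to 0.315), so no shared shift was seen. After the length and GC correction replicate 1 was still farthest in 4 groups. The correction moved the distances little, so this does not rule out GC content as an explanation. The main axis of variation within groups, with 25.7% of that variance, followed GC content (rank correlation of its gene loadings 0.539, across genes), and replicate 1 lay at an end of it in each group, on differing sides (-21.01, 8.794, 30.35 and -14.45). No biological explanation was tested.

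Regrouping the libraries showed how often other splits give as many called genes. At 3 days and at 6 days, the actual split was 1 of the 8 that part all 4 same-numbered pairs, and 1 of 8 splits, the actual one, gave as many genes. The design cannot give a share under 0.05 this way. The other 34 of the 35 possible splits, which part 0, 2 or 4 pairs, gave 0 called genes at each time, with at most 792 genes at unadjusted p under 0.05 at 3 days and 1081 at 6 days. Between 6 and 3 days in DMSO, where 0 genes were called, 8 of 8 splits gave as many, up to 19 genes, which a count of 0 fixes in advance. By the 172 genes with an unadjusted p under 0.05, 2 of 8 splits gave as many, up to 257.

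The DOX effect differed between 3 and 6 days in 2252 genes by edgeR's test of the difference, with 4218 at unadjusted p under 0.05. Of these, 1582 changed more at 6 days, 1213 had opposite directions at the 2 times and 1090 were called at either time. With the replicate block the number was 1768, and with the 20% threshold 183. Time labels were exchanged within same-numbered pairs of both treatments in 100 of 128 possible splits. Of these 100 splits 6 gave as many genes, the actual one included, up to 2934. After the length and GC correction 2304 genes differed, 1736 of them among the 2252, and 3 of 100 splits, the actual one included, gave as many, up to 3209, a share under 0.05. Some of these splits exchange few labels, and 1 that exchanged a single pair gave 2688 genes before the correction. The others with at least as many genes as the actual split exchanged 4 to 6 pairs and gave 2370 to 2934. A split that keeps or reverses all DOX labels retains the DOX difference between times, whatever it does to the DMSO labels. Such splits were not set apart. The share is therefore not that of arbitrary groupings alone, and it differed before and after the correction, so whether the number exceeds what other groupings give is left open.

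For gene lists the difference between times was tested on scores. The cell cycle score changed by -0.2989 more at 6 days (exact permutation test, p = 0.000816), with all 4 DOX-treated libraries below the DMSO-treated ones at both times. The difference was -0.2466 after the length and GC correction (p = 0.00163, exact permutation test) and -0.1705 on the log2(TPM + 1) scale (p = 0.0408, exact permutation test). The mitochondrially encoded score rose further, by 0.4291 (adjusted p = 0.0326 over 10 lists, exact permutation test), with 0.6456 and 0.5438 under the 2 alternatives. The interferon-stimulated score rose further, by 0.233 (adjusted p = 0.0326, exact permutation test), with 0.2315 and 0.3098. For the latter lists all 4 DOX-treated libraries lay above the DMSO-treated ones at each time. A progressive response to DOX is a candidate explanation for the cell cycle and interferon differences, as a hypothesis found on these same libraries.

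Among 72 singly named genes that were tested, 27 had a DOX effect that differed between times by edgeR's test, given as the 6-day minus the 3-day log2 fold change. Of the large rises these were *Avil* 1.323, *Ddr2* 1.794, *Sspo* 2.17, *Ostn* 1.701 and *Ubap1l* 2.136. The sizes for *Ddr2*, *Ostn* and *Ubap1l* are uncertain, because their DMSO-treated libraries at 6 days lay near or under the floor. Of the falls they were *Gm4610* -1.524, *Cd300lb* -2.152 and *Gm20767* -2.82, the last against DOX-treated libraries at the detection limit at 6 days, so that its size is uncertain. For the 6 proliferation markers the 6-day change was more negative than the 3-day change, and at 3 days *Cks2* and *Bub1* were slightly higher with DOX. The differences were for *Mki67* -0.4426, for *Top2a* -0.3607, for *Mybl2* -0.3462, for *Plk1* -0.3855, for *Cks2* -0.8338 and for *Bub1* -0.4948. The receptors *Il17ra* and *Il6ra* rose by 0.3812 and 0.5296 more. *Il24*, *Il33*, *Cxcl1* and *Cxcl5* changed by -0.7449, -1.093, -0.5917 and -0.8003 more. Of the guanylate-binding protein genes *Gbp2*, *Gbp3*, *Gbp6*, *Gbp7* and *Gbp8* had 0.8061, 0.7589, 0.6296, 0.5307 and -0.374, where the overlap of *Gbp8* with *Gbp4* and *Gbp9* and of *Gbp6* with *Gm43302* leaves shared reads uncertain. Of the genes named for untreated cells, *Hmgb2* had -0.7702 and *Smo* 0.2582. Adjusted p ran from 0.00013 for *Gbp2* to 0.048 for *Il33* (edgeR). The number of such genes overall was matched in 6 of 100 splits, and in 3 of 100 after the length and GC correction. Single differences were not regrouped, and whether they are biological is left open.

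Gene lists that the paper does not analyse differed between treatments. ATF4 target genes, which amino acid shortage and mitochondrial stress induce, scored 0.5008 higher at 3 days and 0.5689 higher at 6 days. Mitochondrially encoded genes scored 0.3994 and 0.8286 higher, and mitochondrial ribosomal protein genes 0.2934 higher at 3 days. Cytosolic ribosomal protein genes scored 0.2251 higher at 6 days. Sterol synthesis genes differed by -0.3771 and -0.369. Glycolysis and hypoxia genes differed by -0.3037 and -0.4927 at 6 days. The 3 tested markers of the inner medullary collecting duct differed by -0.9103 and -1.252. For each of these, all 4 DOX-treated libraries lay beyond the 4 DMSO-treated ones (exact two-sided permutation test, p = 0.0286, the smallest possible). Over 10 lists the adjusted p was 0.0476 at 3 days and 0.0357 at 6 days (exact permutation test), and it was 0.156 and 0.139 with the replicate block, where no list can pass. On the log2(TPM + 1) scale no list passed at 3 days, with an adjusted p of 0.0571 (exact permutation test) and 5 lists at an unadjusted p under 0.05.

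Other scores did not part the treatments in log2 CPM. By the exact permutation test p was 0.0571 for cytosolic ribosomal, 0.114 for nuclear oxidative phosphorylation, 0.0571 for glycolysis and 0.0571 for hypoxia genes at 3 days. At 6 days it was 0.914 for mitochondrial ribosomal and 0.0857 for oxidative phosphorylation genes, and for the latter 0.0286 on the log2(TPM + 1) scale and after the length and GC correction (exact permutation test). Glycolysis and hypoxia genes had been predicted to rise and were lower at 6 days. A switch to glycolysis, set as a hypothesis, was therefore not seen.

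Library size does not separate the treatments (exact permutation test of total counts, p = 0.914 at 3 days and p = 0.143 at 6 days). Nor does the share of the 10 most counted genes (p = 0.571 and p = 0.343, exact permutation test). After the length and GC correction the ATF4 scores were 0.4879 and 0.5389, and on the log2(TPM + 1) scale 0.2894 and 0.4702. For sterol synthesis they were -0.3758 and -0.3782, and -0.5275 and -0.4051. Mitochondrial ribosomal genes at 3 days had 0.2453 and 0.1067. Glycolysis at 6 days had -0.3273 and -0.3573, and hypoxia -0.5042 and -0.5262. Collecting duct markers had -0.8688 and -1.302 after the correction, and -0.5958 and -0.6708 on the TPM scale. On the log2(TPM + 1) scale these ATF4, sterol, glycolysis and hypoxia differences kept their direction, each with p = 0.0286 by the exact permutation test. The 3-day ATF4 score fell there from 0.5008 to 0.2894, so its size depended on the normalization. At 3 days the median of all genes on that scale was -0.149. No list passed after adjustment at 3 days on that scale. Library size and the most counted genes were compared over 4 libraries against 4 only, so a part played by them is not excluded. The length and GC correction moved the ATF4, sterol, glycolysis and hypoxia scores little, although it lowered the mitochondrially encoded score at 3 days. Their persistence argues against the fitted trend as the source, but other biases of length and GC content than that trend are not excluded. A stress response to impaired mitochondrial translation, which DOX is known to inhibit, may lie behind the ATF4 scores, as a hypothesis that these libraries alone cannot settle. The collecting duct score rests on 3 genes with few counts, and *Gata3* overlaps another gene.

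The mitochondrially encoded score was 0.2706 at 3 days after the length and GC correction, and 0.9162 at 6 days. After the correction camera no longer separated the list from the other genes at 3 days (p = 0.0918), although the exact permutation p stayed at 0.0286. On the log2(TPM + 1) scale it was 0.2042 and 0.748. At 3 days it cannot be told apart from length and GC content. Nuclear copies of mitochondrial genes were not examined, so the pattern is not called biological at either time. The cytosolic ribosomal score at 6 days was 0.2215 after the correction and 0.1588 on the TPM scale. Over the 17 of its 76 genes with no named pseudogene it was 0.1931 (exact permutation test, p = 0.0571), so most of the difference remained in genes where no pseudogene is named. Pseudogenes under other names were not considered, so a contribution of shared reads cannot be excluded.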

How the results depend on the processing

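The correction for transcript length and GC content was chosen only after the data were seen, the exact permutation test of mean TPM between times was an addition to the plan, and the other alternatives here were planned.

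The numbers of called genes depended on the test. DESeq2 called 1019 genes at 3 days (413 higher, 606 lower), 866 higher genes at 6 days and 757 genes at both times. limma's treat on log2(TPM + 1) called 701 genes at 3 days (85 higher, 616 lower), 1307 at 6 days (376 higher, 931 lower), 495 at both times and 659 for the difference between times. On that scale the median log2 fold change of all genes at 3 days was -0.149, so that a rise there is measured against a falling median. Without the fold-change threshold 5982 genes were called at 3 days (3047 higher, 2935 lower), 6702 at 6 days (3396 higher, 3306 lower), 3754 at both times and 62 between the DMSO groups. Without a filter on low counts 6 genes were called between the DMSO groups, against 0 of 13234 tested genes (172 at unadjusted p under 0.05). The 20% threshold on the difference between times left 183 genes. The cause of these changes was not tested.

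RLE normalization, fitting without robust estimation, the CPM filter in all 16 libraries, the replicate block, fitting only 8 libraries and the length and GC correction kept the numbers of DOX-responsive genes within 1.5 times. At 3 days they called between 1491 and 1671 genes, and at 6 days between 2479 and 2990. Of the genes called without a block, 1546 at 3 days and 2741 at 6 days were called with the replicate block, and 1364 and 2695 after the length and GC correction. Fitting only 8 libraries gives no difference between times, and a fit without threshold was already used for it. With each library left out in turn, the genes higher at 3 days ran from 560 to 1079, the latter without replicate 1 of DOX at 3 days. The difference between times ran from 1370 to 3788 genes. Leaving out a library lost between 7 and 315 of the 3-day calls and between 10 and 372 of the 6-day calls.

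The correlation of DMSO-treated cells at 3 and 6 days was 0.987336 on log10(TPM + 0.1), 0.987237 over genes with a mean TPM of at least 1 and 0.999267 on log10(TMM-normalized CPM + 1). It was 0.996156 on TPM without a logarithm and from 0.994913 to 0.995403 with a library left out. The mean TPM of 48 genes was also taken at each time alone. As those libraries are part of the 8 averaged, this shows no stability, and for *Fn1*, *Krt8*, *Hmgb2* and *Hoxa11* the 2 times did not overlap (exact permutation test, p = 0.0286, and an adjusted p of 0.343 over the 48 genes).

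The cell cycle score stayed lower in DOX-treated cells in every alternative run, from -0.3152 to -0.1354 at 3 days and from -0.4857 to -0.3963 at 6 days. The interferon-stimulated score at 3 days was 0.2146 on log2(TPM + 1), no longer past the limit of the exact permutation test (p = 0.0571). Mitochondrial ribosomal protein genes at 6 days reversed to -0.05224 on log2(TPM + 1), and ran from -0.02527 to 0.03488 with a library left out. At 3 days they ran from 0.2596 to 0.3648 with a library left out. Cytosolic ribosomal protein genes at 3 days had the same difference of 0.3596 by camera, which called it (p = 1.51e-12 against the other genes, and 0.0571 by the exact permutation test), and at 6 days ran from 0.1697 to 0.257 with a library left out. Nuclear oxidative phosphorylation genes at 3 days had 0.2056 by camera (p = 4.74e-07 against the other genes, and 0.114 by the exact permutation test) and 0.1593 to 0.289 with a library left out. At 6 days, where the exact permutation test gave p = 0.0857, they passed the limit with -0.2294 on log2(TPM + 1) (p = 0.0286, exact permutation test), with -0.1566 by camera (p = 0.0047) and with -0.1531 after the length and GC correction (p = 0.0286, exact permutation test), and had -0.1959 to -0.1229 with a library left out. Glycolysis genes at 6 days ran from -0.3484 to -0.2682 and hypoxia genes at 3 days from -0.26 to -0.1493 with a library left out. Over all 10 listed genes the collecting duct markers at 6 days had -0.6137, no longer past the limit (exact permutation test, p = 0.0571). The number of lists that passed at 3 days, 6 of 10, was 0 on log2(TPM + 1), with 5 at unadjusted p under 0.05, and from 0 to 8 with a library left out. At 6 days it was 8, and from 7 to 10 in the alternatives. With 3 libraries against 4 the exact test has fewer arrangements, which limits these leave-out results. Otherwise the cause was not tested.

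For single genes, 136 log2 fold changes were followed. All 136 kept their direction and their side of the limit under RLE normalization, the replicate block and without robust estimation. DESeq2 made 18 weaker. The TPM scale made 46 weaker and 1 stronger and reversed 6 at 3 days, *Cks2* to -0.09291, *Bub1* to -0.2094, *Il17ra* to -0.01594, *Il6ra* to -0.1269, *Gbp2* to -0.002022 and *Gbp9* to -0.09142. All of these except *Bub1* lay above the median of -0.149. Dropping the threshold made 12 stronger, dropping the filter 4 weaker and fitting 8 libraries 1 weaker. The length and GC correction made 7 weaker and 2 stronger and reversed *Bub1* at 3 days, to -0.07775 (-0.07885 with the replicate block). The CPM filter in all 16 libraries reversed *Il6ra* at 3 days to -0.006725, and with a library left out it ran from -0.05393 to 0.07708. Leaving out a library made 30 fits of single genes weaker and 6 stronger and left 2112 as they were. The cause was not tested.

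Depth limits the genes with few counts. *Gm20767* and *Usp17le* had at most 2 and 3 counts in DOX-treated libraries at 6 days, so only a lower bound of their fall is given, and 7 of 10 collecting duct markers were below the CPM filter.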

Differences from the paper's values

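No test in this part was chosen only after the result was seen.

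Of 63 values that the paper states in its text, its supplements or its figures and that were computed here, 0 differed by the criterion set before the data were examined. Supplementary Table 2 holds 13236 genes, of which 1998 were read here and compared. Their log2 fold changes correlated across genes at 0.999976 at 3 days and 0.999941 at 6 days. Among these 1998 genes, 374 of the 375 that the table gives as called at 3 days were also called here, and 519 of 520 at 6 days.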

Other observations

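All tests in this part were chosen only after the results were seen.

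*Ppbp*, *Txnip* and *Ppp1r15a* were named after their values were seen. By edgeR *Ppbp*, a platelet chemokine gene, had log2 fold changes of -1.34 (SE 0.0796, adjusted p = 7.61e-10) at 3 days and -2.89 (SE 0.0845, adjusted p = 1.17e-15) at 6 days. *Txnip* had -1.07 (SE 0.179, adjusted p = 0.00216) and -2.82 (SE 0.203, adjusted p = 1.32e-07) in edgeR, and a noncoding gene overlaps it. *Ppp1r15a*, an ATF4 target that overlaps *Tulp2* on the opposite strand, had 1.14 (SE 0.0528, adjusted p = 6.02e-11) and 1.43 (SE 0.0527, adjusted p = 1.68e-13) in edgeR. All 4 DOX-treated libraries lay beyond the 4 DMSO-treated libraries for each gene at each time. After the length and GC correction the 6-day changes were -2.812 for *Ppbp* and -2.815 for *Txnip*.

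Some genes that the paper lists for untreated cells also changed with DOX. By edgeR *Magt1* had log2 fold changes of -0.61 (adjusted p = 0.000624) and -0.67 (adjusted p = 6.28e-05) at 3 and 6 days. *Ptger4*, which overlaps *Ttc33*, had -0.60 (adjusted p = 0.00559) and -0.59 (adjusted p = 0.00345) in edgeR. *Hmga2* and *Hmgb2* were called at 6 days only, with -0.64 (adjusted p = 0.00311) and -0.61 (adjusted p = 0.000164, edgeR), and the difference between times was called for *Hmgb2* (adjusted p = 0.000253) and not for *Hmga2* (adjusted p = 0.11).

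Transcript length ran along with treatment at 3 days. Across genes, which are not independent replicates, the rank correlation of the log2 fold change with length was -0.24 at 3 days and -0.0154 at 6 days, and -0.198 between the DMSO groups. With GC content it was -0.0518, 0.123 and -0.0674. The mean share of counts on mitochondrial genes was 1.61% in DMSO and 1.75% in DOX at 3 days and 1.60% and 2.37% at 6 days.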
